# SARA suppresses myofibroblast precursor transdifferentiation in fibrogenesis in a mouse model of scleroderma

**DOI:** 10.1172/jci.insight.160977

**Published:** 2022-11-08

**Authors:** Katia Corano Scheri, Xiaoyan Liang, Vidhi Dalal, I. Caroline Le Poole, John Varga, Tomoko Hayashida

**Keywords:** Cell Biology, Fibrosis, Pericytes, Skin

## Abstract

We previously reported that Smad anchor for receptor activation (SARA) plays a critical role in maintaining epithelial cell phenotype. Here, we show that SARA suppressed myofibroblast precursor transdifferentiation in a mouse model of scleroderma. Mice overexpressing *SARA* specifically in PDGFR-β^+^ pericytes and pan-leukocytes (*SARATg*) developed significantly less skin fibrosis in response to bleomycin injection compared with wild-type littermates (*SARAWT*). Single-cell RNA-Seq analysis of skin PDGFR-β^+^ cells implicated pericyte subsets assuming myofibroblast characteristics under fibrotic stimuli, and *SARA* overexpression blocked the transition. In addition, a cluster that expresses molecules associated with Th2 cells and macrophage activation was enriched in *SARAWT* mice, but not in *SARATg* mice, after bleomycin treatment. Th2-specific *Il-31* expression was increased in skin of the bleomycin-treated *SARAWT* mice and patients with scleroderma (or systemic sclerosis, SSc). Receptor-ligand analyses indicated that lymphocytes mediated pericyte transdifferentiation in *SARAWT* mice, while with *SARA* overexpression the myofibroblast activity of pericytes was suppressed. Together, these data suggest a potentially novel crosstalk between myofibroblast precursors and immune cells in the pathogenesis of SSc, in which SARA plays a critical role.

## Introduction

Scleroderma or systemic sclerosis (SSc) is an autoimmune disease of unclear etiology, characterized by cutaneous and visceral fibrosis. It is often fatal due to systemic nature of the disease, with particularly severe manifestations in the lungs (1).

Unfortunately, therapeutic approaches currently available for SSc are mostly nonspecific, creating off-target toxicity with little efficacy (2, 3). Most current approaches mainly target immune cells, and only a few target signals in activated ECM-producing myofibroblasts, such as nintedanib, which is an antifibrotic drug (4, 5), with limited successes. Instead, the following 2 novel strategies that target earlier pathogenic changes in SSc are novel and promising (6) to control this devastating disease more effectively. The first is to prevent transdifferentiation of myofibroblast precursors, and the second involves suppressing a specific subset of immune cells that contribute to disease progression. Indeed, the cytokines and chemokines detected in patients with SSc not only drive inflammation, but also enhance fibrogenesis by stimulating myofibroblast precursors (7–9), implicating that these 2 novel approaches are related and potentiate each other.

To establish these novel therapeutic approaches, first, the identity of myofibroblast precursors and molecular mechanisms by which those precursors undergo transdifferentiation to myofibroblasts need to be defined. Recent evidence suggests that pericytes are a major source of myofibroblasts in fibrogenesis (10–13). While blood vessel–supporting cells that surround capillaries, precapillary arterioles, and postcapillary venules are collectively called pericytes, several types of pericytes that are different in their morphology, function, and location within the vascular network exist (14, 15). Their main physiological function is to maintain vascular homeostasis (16–19). In addition, under stress or after injury, pericytes can undergo functional and phenotypic changes and contribute to pathological conditions (20–25), further supporting the assumption that pericytes, or at least some of them, can be the precursors for myofibroblasts.

We previously reported that Smad anchor for receptor activation (SARA) is essential for maintaining the epithelial cell phenotype (26). Despite SARA being originally reported as an adaptor for the transforming growth factor-β (TGF-β) receptor (27, 28), we and others subsequently reported that SARA is dispensable for TGF-β signaling and exerts functions that are not directly associated with TGF-β pathway, such as in intracellular molecular trafficking, cellular phenotype maintenance, and neuronal development (29–33). Interestingly, reanalysis of publicly available National Center for Biotechnology Information Gene Expression Omnibus (NCBI GEO) database data sets showed that SARA is detected in normal skin tissue and decreased in skin samples from patients with SSc (GSE9285 reported in ref. 34) and in cultured fibroblasts treated with fibrotic stimuli (GSE27165 reported in ref. 35). Our in vitro studies suggested that low SARA levels lead to spontaneous acquisition of mesenchymal phenotype in epithelial cells, implicating loss of SARA as one of the initial events leading to myofibroblast precursor transdifferentiation (26).

Together, these findings led us hypothesize that SARA regulates myofibroblast precursor transdifferentiation, and we tested the hypothesis using a mouse model that overexpresses *SARA* specifically in pericytes (36, 37).

## Results

### Effects of SARA overexpression in PDGFR-β^+^ cells on histological changes in a mouse SSc model.

Pericytes are defined by their anatomical location (38); however, their morphology and functions are diverse. To date, no specific surface markers that reflect their physiological diversity have been defined to our knowledge. The most common antigens used to identify pericytes are the platelet-derived growth factor receptor-β (PDGFR-β) together with the proteoglycan neurin glial antigen 2 (NG2), which is a coreceptor for PDGFR-β (39). We generated mice that overexpress *SARA* specifically in PDGFR-β^+^ cells (*PDGFRb-Cre* *SARATg* mice, *SARATg* hereafter) (40) (Supplemental Figure 1; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.160977DS1), then subjected them and their WT littermates (*PDGFRb-Cre* *SARA^–/–^* mice, *SARAWT* hereafter) to repeated subcutaneous injections of bleomycin, a widely used method to model SSc in mice (41–43). After 2 weeks of treatment, *SARAWT* mice developed a fibrotic phenotype, as detected by histological evaluation of the skin (Figure 1, A and B). In healthy *SARAWT* animals, as has been reported (44), male mice had significantly thicker dermal and thinner hypodermal skin layers compared with female mice (Figure 1C, *SARAWT* females treated with PBS in the left graph and males in the right graph). Therefore, we analyzed dermal thickness separately for male and female animals. Despite the differences, *SARAWT* animals treated with PBS as a vehicle showed a normal stratification of skin layers, whereas *SARAWT* mice treated with bleomycin showed a reduction of the adipose layer and a significant increase in dermal thickness. In contrast, the dermis of the *SARATg* mice was significantly less thick, and the fat layer was preserved in both males and females, even after bleomycin treatment (Figure 1C).

### Effects of SARA overexpression on profibrotic gene expression levels and collagen deposition.

One of the main events in fibrogenesis is the unbalanced deposition of ECM components, which compromises tissue plasticity (45). Bleomycin-treated *SARAWT* mice showed a significant increase in mRNA levels of smooth muscle α actin (*Acta2;* α-SMA), a marker of activated myofibroblasts, and the α1 chain of type 1 collagen (*Col1a1*), one of the fibrotic ECM proteins (Figure 1D), compared with the *SARAWT* mice treated with PBS. In contrast, mRNA levels of these genes were not significantly different between *SARATg* mice treated with bleomycin or PBS. The increase in collagen deposition was further confirmed by Masson’s trichrome staining and by a collagen protein quantification assay on skin sections (Figure 1, E and F).

### Effects of SARA overexpression on pericyte transdifferentiation toward myofibroblasts.

We engineered a mouse model that expresses green fluorescent protein (GFP) in PDGFR-β^+^ cells (*PDGFRb-Cre Z/EG*) (40, 46) to trace the pericytes. In normal skin, α-SMA is expressed in vascular smooth muscle cells and pericytes specifically alongside the arterioles (38). As expected, the pericyte markers NG2 (Figure 2) and CD146 (Supplemental Figure 2) were only detected in a subpopulation of GFP^+^ cells that were localized along blood vessels, marked by α-SMA expression in vascular smooth muscle cells, in *SARAWT* mice treated with PBS (Figure 2A and Supplemental Figure 2A). In *SARAWT* mice treated with bleomycin, an additional population of NG2^+^ (or CD146^+^ in Supplemental Figure 2) cells coexpressed α-SMA, and these cells were different in shape and located in the dermal layer farther away from blood vessels (Figure 2A and Supplemental Figure 2A; arrowheads in Figure 2 indicate the NG2 and α-SMA double-positive cells), suggesting that these pericytes underwent phenotypic switch, expressing α-SMA as a myofibroblast marker. In contrast, in *SARATg* mice, NG2^+^ (or CD146^+^ in Supplemental Figure 2) cells were observed only adjacent to α-SMA^+^ blood vessels, and no additional α-SMA^+^ cells in the dermal layer were observed even after bleomycin treatment (Figure 2, A and B).

Quantification of fluorescence signal of the NG2 and α-SMA double-positive cells in the dermis demonstrated a significant increase in α-SMA signal, more specifically α-SMA and NG2 double-positive cells in *SARAWT* mice treated with bleomycin, but not in *SARATg* mice (see the graphs in Figure 2C). These results suggest that pericytes underwent a phenotypical switch toward myofibroblast-like cells in *SARAWT* mice but not in *SARATg* mice.

The location of the α-SMA^+^ cells was confirmed by visualizing blood vessels with vascular endothelial cells stained with the endothelial cell marker CD31 (Figure 3). In *SARAWT* mice treated with PBS, α-SMA^+^ cells were observed only in proximity to blood vessels, as expected, suggesting they are either healthy pericytes on arterioles or vascular muscle cells. By contrast, in *SARAWT* mice treated with bleomycin, α-SMA–expressing cells were also observed in the dermal area not physically associated with vascular structures marked by CD31, suggesting that those cells, presumably a subset of NG2^+^ pericytes according to the previous figure, underwent transdifferentiation to myofibroblasts and migrated out from the blood vessels. This change was not observed in *SARATg* mice treated with bleomycin (Figure 3).

During embryogenesis, the PDGFR-β promoter is also active in inflammatory cells (47). Indeed, in *PDGFRb-Cre Z/EG* mice, not all PDGFR-β^+^GFP^+^ cells expressed pericyte markers but did express the pan-leukocyte marker, CD45. Quite a few CD45^+^GFP^+^ cells were observed in the dermis of *PDGFRb-Cre Z/EG* mice treated with bleomycin as well as those treated with PBS (Figure 4, A and B). Flow cytometric analyses of the PDGFR-β^+^ cells isolated from healthy *SARAWT* or *SARATg* mouse skin showed that 30% of them were CD45^+^ cells (Figure 4C and Supplemental Figure 3). The CD45^+^ cell infiltration in healthy skin was expected and presumably due to inflammatory reactions caused by a subcutaneous injection, even with PBS. CD45^+^ cell numbers in the dermis were not significantly different between the *SARAWT* or *SARATg* treated with bleomycin or PBS; on the contrary, α-SMA^+^ cells were significantly increased (graphs in Figure 4D). Importantly, the CD45^+^ cells were negative for α-SMA (arrowheads in Figure 4, A and B, indicate the CD45^+^α-SMA^–^ cells). In *SARATg* mice, we detected similar numbers of CD45^+^ cells as well, and they were not α-SMA^+^. Together, these results suggest that *SARA* overexpression in pericytes prevents their transdifferentiation toward ECM-producing myofibroblasts responsible for the fibrotic phenotype, whereas CD45^+^ cells do not undergo such transdifferentiation.

### Identification of pericyte subpopulations responsible for fibrogenesis and modulated by SARA overexpression.

Our findings support the notion that preventing pericyte to myofibroblast transdifferentiation could be a novel therapeutic approach in SSc and that SARA inhibits the transdifferentiation. Since pericytes are heterogenous and diverse, we aimed to identify specific subpopulations of pericytes that transdifferentiate to myofibroblasts by investigating the molecular profiles of individual cells in fibrosing skin using single-cell RNA-Seq (scRNA-Seq) analysis. To include the majority, if not all, of pericytes, we used PDGFR-β as one of the most commonly expressed pericyte markers. PDGFR-β^+^GFP^+^ cells were isolated from skin of the *PDGFRb-Cre Z/EG*, *SARATg*, or *SARAWT* mice treated with PBS or bleomycin (Supplemental Figure 3) and subjected to single-cell transcriptome analysis. 

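Single-cell libraries were made from these sorted skin cells with 10x Genomics 3′ chemistry, and the deposited data give the number of unique molecular identifiers (UMIs) per gene and cell barcode in each library, counted by the authors with Cell Ranger and not normalized. There were 3 SARAWT PBS libraries, 3 SARAWT bleomycin libraries, 1 SARATg PBS library and 1 SARATg bleomycin library, and each library was treated as 1 sample. Total UMIs were 33944132, 3355217 and 49773570 in SARAWT PBS libraries 1 to 3 and 23686029, 22276778 and 59544221 in SARAWT bleomycin libraries 1 to 3. The SARATg PBS library held 56458124 UMIs and the SARATg bleomycin library 69765525. The paper's depth is given in reads per cell, whereas all values here use UMIs. Counts were summed over the cells of a class within each library and given as counts per 1000000 UMIs (CPM), and groups were compared with edgeR's quasi-likelihood test on these sums, with TMM normalization and Benjamini-Hochberg adjustment at a threshold of 0.05. With 1 library per SARATg group, the SARATg values have no replicates, and fits that include them assume that a lone library varies like the SARAWT groups. Intervals given for single libraries are exact 95% Clopper-Pearson or Poisson intervals and cover counting error only.
Mouse Zfyve9 (ENSMUSG00000034557), the mouse gene for SARA, lies on chromosome 4 of GRCm38 from 108637466 to 108780798. Over all cells kept, mouse Zfyve9 had 26.0 CPM in SARAWT PBS library 1, 11.2 CPM in library 2 and 614 CPM in the library labelled SARAWT PBS 3. It had 7.80, 8.64 and 8.84 CPM in the SARAWT bleomycin libraries, 314 CPM in the SARATg PBS library and 223 CPM in the SARATg bleomycin library. The level in the library labelled SARAWT PBS 3 therefore goes against its label. A human ZFYVE9 entry, the species of the transgene, is listed for SARAWT PBS libraries 1 and 2 and SARAWT bleomycin libraries 1 and 2, where it had 839, 189, 87.1 and 112 CPM, and is absent from the lists of the other 4 libraries. Levels of mouse Zfyve9 alone may therefore not compare libraries with and without the human entry. With 839 CPM of the human entry, the library labelled SARAWT PBS 1 is also called by its label below.

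**Figure D1:**
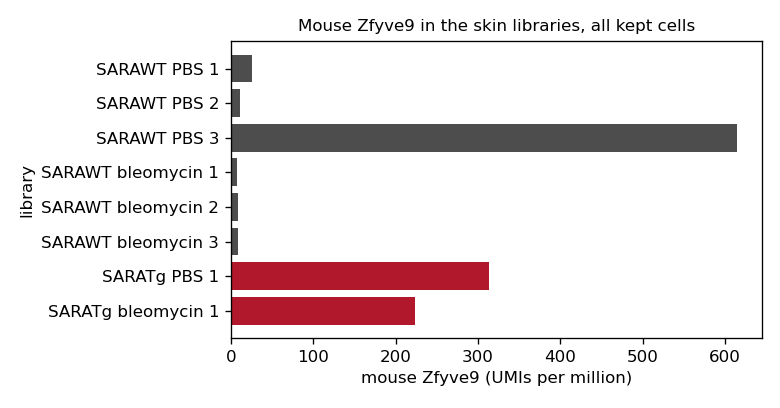
Mouse Zfyve9 in CPM over all kept cells, 1 bar per skin library, with SARATg libraries in red. The library labelled SARAWT PBS 3 reached 614 CPM, above both SARATg libraries. The human ZFYVE9 entry, with 839 CPM in the library labelled SARAWT PBS 1, is not shown.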

Quality controls of scRNA-Seq analyses are reported in Supplemental Figure 4.

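The 8 skin libraries held 31972 barcodes, each with at least 500 UMIs. Cells with at least 200 genes and at most 20% mitochondrial UMIs were kept, and the cells with the highest simulated-doublet scores were left out at a rate of 0.8% per 1000 cells, which left 28978 cells. Between 776 cells (SARAWT PBS 2) and 6205 cells (SARAWT bleomycin 3) remained per library. The median number of UMIs per barcode was 1105 in SARAWT PBS 2 and between 4861 and 10427 in the other 7 libraries. Libraries labelled 1 and 2 of both SARAWT groups were counted with Cell Ranger 4.0.0 on the longer of 2 gene lists, and the remaining 4 libraries, including both SARATg libraries, with version 3.1.0 on the shorter list. Genes were joined by their 30406 shared Ensembl identifiers, and the gene list was a covariate in each fit that included SARATg libraries. In the 4 libraries of the longer list, 7.38%, 55.5%, 17.6% and 22.1% of barcodes (SARAWT PBS 1, PBS 2, bleomycin 1 and bleomycin 2) also occurred in another skin library, against at most 0.824% in the other 4.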

Unsupervised uniform manifold approximation and projection (UMAP) clustering performed with Seurat package of the sequencing data revealed 25 distinct clusters (Figure 5A). 

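For the values below, the kept cells were clustered again with Seurat on 2000 variable genes and 30 principal components, with integration across libraries. Genes listed beforehand for testing, such as Retnla, Col1a1 and Mfap5, were left out of the variable genes. Genes first reported because they passed a threshold, such as Cebpb and C4b, were not. A resolution of 0.8 gave 33 clusters, against 26 at a resolution of 0.4 and 37 at 1.2. A cluster was named from marker genes, each counted where it exceeded 20 CPM and 3 times the median of the other clusters, and 4 clusters took no name. The cluster numbers of the study are not part of the deposited data, so clusters are described by their markers and may not hold the same cells as the numbered clusters in Figure 5.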

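Of the 33 clusters, 20 had at least 100 CPM of Ptprc, the gene for CD45 (ENSMUSG00000026395, chromosome 1). These Ptprc-positive cells made up 70.4% ± 4.66 (SD, n = 3) of the cells in SARAWT PBS libraries and 83.3% ± 4.00 (SD, n = 3) in SARAWT bleomycin libraries, a difference of 13.0 percentage points (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). In the single SARATg libraries the share was 55.9% with PBS and 79.4% with bleomycin.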

The clusters were primarily divided in 2 groups, pericytes and inflammatory cells (Figure 5A). In addition, a small cluster of endothelial cells and keratinocytes were identified. 

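The endothelial cluster held 289 cells and had all 10 of its marker genes raised. Its median depth was 3713 UMIs per cell. A pair of keratinocyte clusters held 650 and 399 cells at median depths of 13426.5 and 17565 UMIs, with 10 and 9 markers raised. Other Ptprc-negative clusters matched Schwann cells (575 cells) or skeletal muscle (1086 and 494 cells). Pdgfrb, whose promoter drives the Cre behind the GFP of the sorted cells, averaged 5.56 CPM ± 8.65 (SD, n = 8 libraries) in the endothelial cluster. In keratinocytes Pdgfrb averaged 0.215 CPM ± 0.298 (SD, n = 8).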

Among the clusters, only a few showed a substantial change during fibrogenesis that was reverted with *SARA* overexpression. 

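Cell shares were also compared between SARAWT bleomycin and SARAWT PBS with edgeR on the number of cells per cluster and library. Adjusted p values from this test were 0.433 for noncanonical pericytes, 0.358 for canonical pericytes and for endothelial cells, 0.343 for keratinocytes and 0.918 for the cluster with the highest Retnla. With the replicate number as a block, they ranged from 0.192 to 0.906. None of these passed the threshold.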

In more detail, cluster 10 was enriched with cells isolated from *SARAWT* mice treated with bleomycin while clusters 4 and 12 were depleted after bleomycin injection (circled areas in Figure 5B); with *SARA* overexpression these changes were abrogated. These dynamics were more evident when clusters were plotted separately for each condition (Figure 5C). 

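Noncanonical pericytes, the clusters with Mfap5, Cthrc1 and other stromal markers that stand for clusters 4 and 12, made up 17.3%, 21.9% and 7.82% of the cells in the libraries labelled SARAWT PBS 1 to 3. They made up 7.74%, 10.9% and 2.06% in SARAWT bleomycin libraries 1 to 3. In SARATg mice they were 21.0% of the cells with PBS (95% interval 19.8% to 22.3%) and 8.74% with bleomycin (7.97% to 9.57%). The Ptprc-positive cluster with the highest Retnla, which stands for cluster 10, held 3.22%, 3.87% and 4.03% of the cells in the libraries labelled SARAWT PBS 1 to 3 and 3.73%, 3.94% and 2.98% in the SARAWT bleomycin libraries. It held 6.36% of SARATg PBS cells (5.65% to 7.12%) and 7.41% of SARATg bleomycin cells (6.70% to 8.18%).

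**Figure D2:**
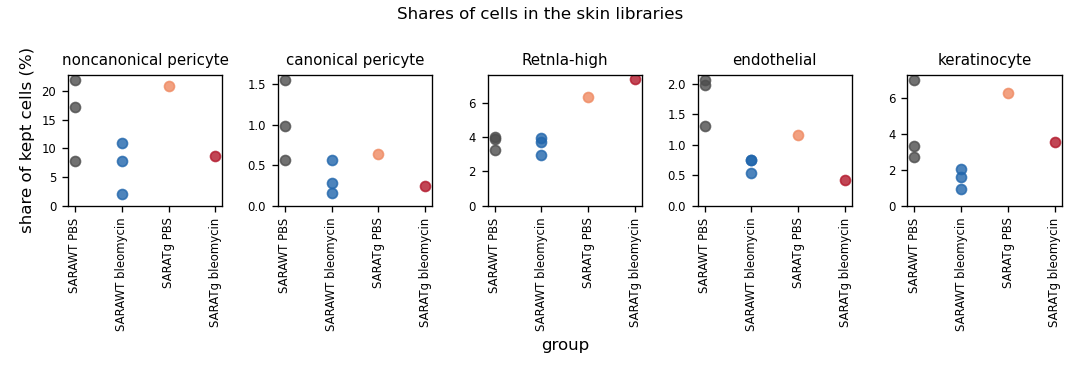
Share of kept cells, in percent, for 5 cell groups, with 1 point per skin library. Noncanonical pericytes were at 21.0% in SARATg PBS and 8.74% in SARATg bleomycin.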

The sample component of these clusters is also shown in the bar graph in Figure 5D.

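After each of the 4 conditions was scaled to the same total number of cells, the noncanonical pericytes came to 27.3% from SARAWT PBS, 10.5% from SARAWT bleomycin, 43.9% from SARATg PBS and 18.3% from SARATg bleomycin. The noncanonical cluster with the highest Mfap5 came to 42.4%, 7.02%, 46.7% and 3.80% from the same conditions in that order. The noncanonical cluster with the highest Cthrc1 came to 23.7%, 20.8%, 8.26% and 47.3%. For the Retnla-high cluster the 4 shares were 17.7%, 16.0%, 30.6% and 35.7%.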

Consistent with our immunofluorescence evaluation, the clusters were largely divided into 2 large populations, pericytes and inflammatory cells (Figure 6A). A total of 6 clusters (clusters 4, 12, 16, 18, 21, 23; Figure 6A, circled by red line) were annotated as pericytes. 

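Here 5 clusters were named noncanonical pericytes, with 1070, 934, 508, 365 and 205 cells, and 1 cluster of 146 cells was named canonical pericytes. All 12 canonical markers were raised in the canonical cluster, and 11 or 12 of the 12 noncanonical markers in the other 5. Median depth was between 3748 and 19233 UMIs per cell in the noncanonical clusters and 6906 in the canonical cluster. These sizes, 3082 noncanonical cells in all, leave out 48 cells with melanocyte markers that were set apart. Resolution 0.4 split the same population into 3 noncanonical clusters and 1 canonical cluster.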

A heatmap revealed that they share common markers, and those markers are not expressed by the *Ptprc*-expressing (coding for CD45) populations (Figure 6B). 

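Expression of Pdgfrb averaged 503 CPM ± 121 (SD, n = 7 libraries with at least 10 such cells) in canonical pericytes, 117 CPM ± 59.7 (SD, n = 8) in noncanonical pericytes and 1.56 CPM ± 0.613 (SD, n = 8) in Ptprc-positive cells. Col1a1 averaged 22771 CPM ± 27173 in noncanonical pericytes and 33.1 CPM ± 39.7 in Ptprc-positive cells (SD, n = 8 each). Conversely, Ptprc averaged 606 CPM ± 65.1 in Ptprc-positive cells, 8.48 CPM ± 6.44 in noncanonical pericytes (SD, n = 8 each) and 10.8 CPM ± 11.6 (SD, n = 7) in canonical pericytes.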

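In canonical pericytes, Cspg4 (ENSMUSG00000032911) averaged 169 CPM ± 45.6, Mcam (ENSMUSG00000032135) 443 CPM ± 112 and Nes (ENSMUSG00000004891) 60.8 CPM ± 53.6 (SD, n = 7 libraries). In noncanonical pericytes the averages were 40.8 CPM ± 22.5 for Cspg4, 11.0 CPM ± 12.0 for Mcam and 16.5 CPM ± 14.0 for Nes (SD, n = 8). Between the 5 noncanonical clusters the mean ranged from 4.84 to 158 CPM for Cspg4, 1.09 to 21.6 CPM for Mcam and 1.57 to 23.7 CPM for Nes. After each cell was thinned to 1000 UMIs, Cspg4 was found in 14.9% ± 3.93 of canonical cells, 4.30% ± 1.83 of noncanonical cells and 0.0347% ± 0.0351 of Ptprc-positive cells. Without thinning the shares were 54.9%, 22.9% and 0.191%. Thinning left out 12 of 140 canonical, 400 of 3082 noncanonical and 1783 of 21915 Ptprc-positive cells with fewer UMIs. Mean median depths were 6654.5, 9513.25 and 7801.25 UMIs in these 3 groups.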

As shown in the feature plots and dot plots, some of the pericyte clusters (clusters 16, 23) expressed the canonical markers NG2 (encoded by *Cspg4* gene), CD146 (encoded by *Mcam* gene), and nestin (encoded by *Nes* gene), whereas other clusters (clusters 4 and 12) in the vicinity of canonical pericyte clusters did not express these canonical markers (Figure 6C) and for this reason were annotated as “noncanonical” pericytes. 

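Among noncanonical pericytes, Mfap5 (ENSMUSG00000030116, chromosome 6) averaged 354 CPM ± 148 and Cthrc1 (ENSMUSG00000054196, chromosome 15) 180 CPM ± 151 (SD, n = 8 libraries), against 2.06 CPM ± 5.46 and 1.01 CPM ± 2.68 in canonical pericytes (SD, n = 7). Between the 5 noncanonical clusters, Mfap5 ranged from 66.3 to 1287.7 CPM and Cthrc1 from 7.9 to 280.2 CPM. At 1000 UMIs per cell, Mfap5 was detected in 21.2% ± 7.38 and Cthrc1 in 10.2% ± 6.58 of noncanonical cells, and in 0.0766% ± 0.0569 and 0.0380% ± 0.0507 of Ptprc-positive cells. Unthinned shares in noncanonical cells were 41.1% and 28.7%.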

The cells in noncanonical pericyte clusters 4 and 12 expressed *Mfap5* (microfibril associated protein 5), which is involved in maintenance of vessel integrity (48), and *Cthrc1* (collagen triple helix repeat containing 1), which is involved in vascular remodeling (49), indicating that these clusters are physiologically related to pericytes. As mentioned above, within the pericyte populations, clusters 4 and 12 diminished after bleomycin treatment in *SARAWT* mice, while they were preserved in *SARATg* mice (Figure 5C).

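In SARAWT mice the share of noncanonical pericytes was 15.7% ± 7.19 (SD, n = 3) with PBS and 6.90% ± 4.47 (SD, n = 3) with bleomycin, a change of -8.78 percentage points (two-sided exact permutation test, p = 0.2, where 3 libraries against 3 cannot go below 0.1). The alternative that moved this change most counted the class as a share of the Ptprc-negative cells, which gave -14.3 percentage points. Without the library labelled SARAWT PBS 3, whose Zfyve9 goes against its label, the change was -12.7 percentage points, and without the library labelled SARAWT PBS 1 it was -7.96. This test leaves the replicate numbers out, and the share was lower with bleomycin in each of the 3 pairs of libraries with the same number. The SARATg share of all cells also went from higher with PBS to lower with bleomycin, and the 2 single-library intervals did not overlap. As a share of the Ptprc-negative cells, the SARATg class was 47.7% with PBS and 42.5% with bleomycin, so the size of its fall depends on the denominator. The noncanonical clusters moved apart, since the cluster with the highest Cthrc1 was 1.09% of SARATg PBS cells and 6.26% of SARATg bleomycin cells, and the largest noncanonical cluster of SARATg PBS went from 15.6% to 0.626%. That comparison rests on 1 library per condition.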

gProfiler analysis of differentially expressed genes in all pericyte clusters revealed enrichment in pathways involved in vasculature development and morphogenesis, further supporting the notion that they are pericytes. In addition, genes associated with ECM assembly and organization were also enriched in some of the pericyte clusters (Figure 6D). Importantly, the expression of the profibrotic markers *Col1a1*, *Col1a2*, fibronectin 1 (*Fn1*), fibrillin-1 (*Fbn1*), connective tissue growth factor (*Ctgf*), thrombospondin 2 (*Thbs2*), and lumican (*Lum*) was seen mostly in the clusters of pericytes that do not express canonical pericyte markers (Figure 6E), suggesting that this subset of pericytes specifically assumes a myofibroblast-like phenotype.

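For each library with at least 10 cells in both pericyte classes, the log2 ratio of CPM in noncanonical over canonical pericytes was averaged over these 7 genes, with 1 CPM added to both sides. The mean over 7 libraries was 4.75 (SD 1.49, range 2.67 to 6.33), positive in 7 of 7 libraries (two-sided exact sign-flip permutation test, p = 0.0156, the smallest p that 7 libraries allow). SARAWT bleomycin library 1, with 6 canonical cells, did not enter. Single genes gave log2 ratios of 6.58 for Col1a1, 6.44 for Col1a2, 1.70 for Fn1, 3.61 for Fbn1, 6.37 for Thbs2 and 8.53 for Lum, each higher in 7 of 7 libraries (exact permutation, adjusted p = 0.0182 over the 7 genes). Ctgf, listed as Ccn2, had a log2 ratio of -0.01 and was higher in 5 of 7 libraries (exact permutation, p = 1.0). Without thinning, Lum was found in 2.62% and Thbs2 in 6.27% of canonical cells, so the size of their ratios depends on the CPM added. With 10 CPM added to both sides, the mean over the 7 genes was 4.09 (exact permutation, p = 0.0156). With a stricter filter on cells, 5 libraries remained and the mean was 4.46 (exact permutation, p = 0.0625, the smallest p that 5 libraries allow). From where these genes were expressed, the paper proposes that this subset of pericytes takes on a myofibroblast-like phenotype.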

Seurat reclustering of the 6 clusters identified as pericytes is shown in Figure 7A. 

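At 1000 UMIs per cell, Col1a1 was detected in 83.0% ± 8.18 (SD, n = 8 libraries) of noncanonical and 13.4% ± 3.54 (SD, n = 7) of canonical pericytes, and Col1a2 in 86.3% ± 8.41 and 16.9% ± 9.56. Lum was detected in 51.6% ± 13.3 and 2.01% ± 3.51, and Fbn1 in 42.1% ± 8.17 and 7.43% ± 3.71. In Ptprc-positive cells, which give the level of free RNA for these genes, the thinned shares were 3.88% ± 4.49 for Col1a1, 3.71% ± 3.88 for Col1a2, 0.489% ± 0.526 for Lum and 0.201% ± 0.159 for Fbn1. Unthinned, Col1a1 was found in 91.1% of noncanonical, 37.3% of canonical and 19.0% of Ptprc-positive cells. Averaged over all 7 profibrotic genes, the thinned share was 37.6 percentage points higher in noncanonical than in canonical pericytes.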

The heatmap in Figure 7B clearly shows that the profibrotic genes were mainly expressed in the noncanonical pericyte populations, even if their expression was detected in the canonical pericytes at a lower level, confirming the evidence that a fraction of pericytes is more prone to transdifferentiate to myofibroblasts during fibrogenesis.

Trajectory analysis of the pericyte clusters only confirmed that within *SARAWT* mice, the pericytes had a single-direction trajectory between the noncanonical pericyte cluster 4 and canonical cluster 6 (cluster 23 in the original plot) (Figure 7C). As previously mentioned, cluster 3 (cluster 12 in original analysis) was devoid in bleomycin-treated *SARAWT* mice, so there was this single directionality toward the canonical pericytes and an increase of them, probably due to a need to replace physiological pericytes in the tissue. In contrast, in *SARATg* samples, there was a branching point in cluster 3, which was preserved, that created an opposite, but truncated, direction toward cluster 4. These results suggest that *SARA* overexpression regulates the dynamics of the cells, specifically in the noncanonical pericyte clusters, preventing the fibrogenic path observed in the *SARAWT* mice.

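Canonical pericytes made up 1.03% ± 0.496 (SD, n = 3) of the cells in SARAWT PBS libraries and 0.336% ± 0.206 (SD, n = 3) in SARAWT bleomycin libraries, a change of -0.694 percentage points (two-sided exact permutation test, p = 0.2, with 0.1 as the smallest possible p). In SARATg mice they were 0.638% (28 of 4390 cells, 95% interval 0.424% to 0.921%) with PBS and 0.242% (12 of 4952 cells, 0.125% to 0.423%) with bleomycin. Leaving out the library labelled SARAWT PBS 3 gave a change of -0.716 percentage points. Within this class, 1 of 1355 genes passed the threshold between SARAWT bleomycin and PBS, Cebpb, with a log2 fold change of -2.81 (standard error 0.30, edgeR adjusted p = 0.00876), and 205 had an unadjusted p under 0.05. Of 20 genes on the list fixed beforehand, 6 passed when adjusted over the list alone and 0 when adjusted over all genes. That list holds the genes the paper names for its single-cell data, Zfyve9 and sex-linked genes. The paper took some of them, such as those of Table 1, from these same data. Passing over the list alone is thus no independent support, here and below. The fit holds 2 bleomycin libraries, since SARAWT bleomycin library 1 has 6 canonical cells. DESeq2 called 32 genes, and without SARAWT bleomycin library 2, with 1 bleomycin library left and the spread taken from the PBS libraries, edgeR called 44.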

Differentially expressed genes in the cluster located at the branching point of trajectory, cluster 3, play a critical role in determining the cellular fate. 

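SARATg and SARAWT noncanonical pericytes after bleomycin were compared in a fit of all 8 libraries with 4 groups and the gene list as a covariate. Of 13124 genes, 0 passed edgeR's threshold, 721 had an unadjusted p under 0.05, and DESeq2 called 32. Among 62 genes on the list fixed beforehand, 2 passed when adjusted over the list alone. With genes joined by the symbols as written, 0 of 13576 passed. In the noncanonical cluster with the highest Mfap5 alone, 24 of 6963 genes passed, without SARAWT bleomycin library 3, which has 1 cell there. The comparison of the whole class sets 1 SARATg library against 3 SARAWT libraries, of which only library 3 shares the SARATg gene list. The effect of the gene list is taken from the SARAWT libraries of both treatments, so the library labelled SARAWT PBS 3 also enters. On simulated counts with 200 genes changed by a log2 fold of 2, the same fit recovered 34% of them.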

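In noncanonical pericytes after bleomycin, Nme2 (ENSMUSG00000020857) had 14.8 CPM in the SARATg library and 2018, 1372 and 15.9 CPM in SARAWT libraries 1 to 3. SARAWT library 3 and both SARATg libraries were counted on the shorter gene list, in which Gm20390 overlaps Nme2 on the same strand of chromosome 11. With the gene list as a covariate, the log2 fold change of Nme2 was -0.19 (standard error 0.42, edgeR adjusted p = 0.959). Gas5 (ENSMUSG00000053332) had 706 and 693 CPM in SARAWT libraries 1 and 2, and it is not in the shorter list, so it could not be compared with SARATg. Cyr61, named Ccn1 in the longer list (ENSMUSG00000028195), had 309 CPM in the SARATg library and 240.0, 384 and 286 CPM in the SARAWT libraries, a log2 fold change of 0.09 (standard error 0.38, adjusted p = 0.988). Fold changes of the other genes were -1.0 for Xist, -0.60 for Atp6v0c and 0.17 for Atp5mpl, and 2.31 for Ptn, 0.53 for Igfbp6 and 3.81 for Dlk1, with edgeR adjusted p between 0.299 and 0.958. Leaving out 1 library moved Ptn to between 1.63 and 4.91 (the highest without SARAWT bleomycin library 3), Xist to between -1.92 and -0.18, Atp6v0c to between -0.90 and -0.27, Igfbp6 to between 0.36 and 0.94 and Atp5mpl to between 0.10 and 0.33. When genes were joined by symbol without the covariate, the log2 fold change was -13.33 for Ccn1 and -13.62 for Atp5mpl, which carry another symbol in each list.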

As shown in Table 1, among the top 5 significantly downregulated genes in *SARATg* samples, there are *Nme2* and *Gas5*, and among the top 5 upregulated genes with *SARA* overexpression, there is *Cyr61*. NME2 is a histidine kinase involved in TGF-β–induced activation of hepatic stellate cells, a liver pericyte prototype, and CCl4-induced liver fibrosis (50), and *Gas5* is a long noncoding RNA whose high levels are associated with liver fibrosis (51). In contrast, CYR61 attenuates the TGF-β signaling–mediated fibrosis (52), and it was described as an antifibrotic mediator in SSc (53).

In vitro experiments were performed to verify the role of SARA in pericyte transdifferentiation. SARA downregulation by siRNA interference in cultured human pericytes (si*ZFYVE9*) showed a substantial upregulation of profibrogenic genes such as *COL1a1*, *ACTA2*, and *FN1*. Moreover, we observed a modulation of the genes that were identified in our scRNA-Seq analysis, specifically in cluster 3 (cluster 12 in the original plot), where the critical branching point was observed. The antifibrotic gene *CYR61* was downregulated, and the profibrotic genes *NME2* and *GAS5* were upregulated (Figure 8A) by SARA silencing. Contrariwise, SARA overexpression in cultured pericytes (*ZFYVE9* overexpressing) attenuated upregulated expression of *COL1a1*, *ACTA2*, and *FN1* as well as *NME2* and *GAS5* by TGF-β1. TGF-β1 treatment also slightly increased *CYR61* expression. SARA overexpression also significantly downregulated expression *CYR61* at baseline and after TGF-β1 treatment (Figure 8B). These findings imply that SARA prevents pericyte transition toward myofibroblast characteristics during fibrosis via modulating these molecules.

### Colocalization of noncanonical pericyte markers and α-SMA in fibrotic mouse skin and in SSc patient skin.

To further investigate the role for the noncanonical pericyte markers identified in our scRNA-Seq analysis, we reanalyzed the mouse skin sections and performed double immunostaining for those markers and α-SMA. As shown in Figure 9, both CTHRC1 (Figure 9A) and MFAP5 (Figure 9B) were identified among the GFP^+^ cells in our animal model, and they both colocalized with α-SMA in *SARAWT* mouse skin treated with bleomycin, underlining that CTHRC1- and MFAP5-expressing cells are more prone to transdifferentiate toward myofibroblast lineage and are activated in fibrogenesis. The colocalization was not observed in healthy skin, and importantly, not in skin of the *SARATg* treated with bleomycin. To unravel the clinical relevance of those subsets of pericytes, we performed immunostaining for CTHRC1 and MFAP5 using SSc patient skin (Figure 10). Similar to the mouse skin, the colocalization of α-SMA with either CTHRC1 and MFAP5 was clearly observed in SSc patients but not in healthy skin tissue. In addition, scRNA-Seq of SSc patient skin demonstrated the expression of these genes in myofibroblast-like cells (J Varga and JE Gudjonsson at University of Michigan, unpublished observations).

### Th2 cell and macrophage activation in fibrosis and role for SARA.

The other 19 clusters among the PDGFR-β^+^GFP^+^ cell population were represented by inflammatory cells that expressed *Ptprc*, which encodes the pan-leukocyte marker CD45 (Figure 6A, circled by blue line). 

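The Ptprc-positive clusters held 21915 of the 28978 cells. By their markers, 10527 cells were macrophages or monocytes, 3797 T cells or innate lymphoid cells, 2173 neutrophils, 1713 dendritic cells and 759 mast cells. Another 3 Ptprc-positive clusters took no name. Of these, 2 had low depth and no leading marker (2102 and 794 cells, median depths of 1482 and 730 UMIs per cell), and 1 of 50 cells had fewer than 3 markers.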

Inflammation is one of the main manifestations of all autoimmune diseases. Skin from patients with SSc shows inflammatory infiltrates consisting of macrophages, T lymphocytes, and dendritic cells as the predominant cell types (54). Immune cells in skin can also be fibrogenic in SSc (55–59). However, the contributions of each cell type and the chemokines they produce in the profibrotic microenvironment are not well defined. scRNA-Seq analysis of our mouse model skin revealed characteristics of the CD45^+^ cells in fibrosing skin. Specifically, cluster 10 was enriched with cells derived from *SARAWT* mice treated with bleomycin but depleted in skin of the *SARA*-overexpressing mice treated with bleomycin (Figure 5C). This cluster showed enrichment in pathways involved in immune reactions, cytokine and chemokine production, and inflammation (Figure 11A), and one of the most highly upregulated genes was resistin-like molecule α (*Retnla*), a downstream target of Th2 cell–produced cytokines, including IL-31 (Figure 11B). 

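The Retnla-high cluster made up 3.71% ± 0.429 (SD, n = 3) of the cells in SARAWT PBS libraries and 3.55% ± 0.505 (SD, n = 3) in SARAWT bleomycin libraries, a change of -0.155 percentage points that lies within the spread between libraries (two-sided exact permutation test, p = 0.6, where 0.1 is the smallest possible p). The change took the opposite sign with clustering at resolution 0.4 (4.80 percentage points) and without integration (1.84), and also without SARAWT bleomycin library 3 (0.130) or without the library labelled SARAWT PBS 3 (0.0082). As a share of the Ptprc-positive cells, it was -1.01 percentage points. In SARATg mice this cluster held 279 of 4390 cells with PBS and 367 of 4952 with bleomycin.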

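Retnla (ENSMUSG00000061100, chromosome 16 of GRCm38 from 48842551 to 48844461) averaged 8166 CPM ± 3757 (SD, n = 8 libraries) in this cluster, which was chosen for its Retnla level. The next highest Ptprc-positive cluster averaged 3438 CPM, and the chosen cluster ranked first in 8 of 8 libraries. Il31 averaged 0.0600 CPM ± 0.0770 (SD, n = 8) over all Ptprc-positive cells and 0.0790 CPM ± 0.224 in the Retnla-high cluster, levels too low for a comparison at this depth. Il13 averaged 11.1 CPM ± 10.9 over the Ptprc-positive cells.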

*Retnla* is a regulator of Th2 driven inflammation, and it also regulates M1-M2 switch of macrophages and their activation (60, 61). IL-31 is a cytokine primarily produced by activated Th2 lymphocytes. In fact, mRNA expression levels of cytokines produced by Th2 lymphocytes, *Il-31* and *Il-13*, and the transcription factor involved in Th2 activation, *Gata3*, were significantly increased in *SARAWT* mouse skin, but not in *SARA*-overexpressing mouse skin, after bleomycin treatment (Figure 11C). IL-31 protein levels measured in skin tissue homogenates by ELISA were also increased in *SARAWT* samples, but not in *SARATg* samples, after bleomycin treatment (Figure 11D). We then examined Th2 cell activation in skin biopsy sections from diffuse cutaneous SSc patients and from healthy volunteers (demographics of the samples are reported in Supplemental Figure 5A). As expected, normal skin tissue did not show any signal for IL-31 or phosphorylated STAT3 (p-STAT3), a well-known downstream mediator for IL-31 (62–64). In contrast, SSc skin sections were positive for both IL-31 and p-STAT3. Variability in staining intensity was detected, reflecting the phenotypic heterogeneity of patients with SSc (Figure 12).

In accordance with our hypothesis, SARA was abundantly expressed in normal skin but decreased specifically in the dermis layer of SSc skin (Supplemental Figure 5B). We also evaluated published data sets (GSE9285) analyzing gene expression profiles in SSc skin by Gene Array (33) and found that *SARA* mRNA (*ZFYVE9*) levels were significantly lower in patients with SSc (Supplemental Figure 5C).

Moreover, scRNA-Seq analysis on SSc patients showed that SARA expression was relatively diffused, and it was decreased in SSc patients when compared with healthy volunteers (J Varga and JE Gudjonsson at University of Michigan, unpublished observations).

### A potential crosstalk between the pericytes and immune cells in fibrogenesis.

Activated lymphocytes may also regulate other immune cell behavior and pericyte transdifferentiation through the chemokines they produce in SSc (55). Indeed, our single-cell RNA-Seq data suggested a potential crosstalk between immune cells and pericytes during fibrogenesis. In *SARAWT* mice treated with bleomycin, Th2 lymphocytes were activated and induced macrophage polarization, as shown by *Retnla* expression in cluster 10. In addition, ligand-receptor analysis showed a strong interaction between cluster 10 and 12 subsets of pericytes in *SARAWT* mice (Figure 13A). 

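Within the Retnla-high cluster, Retnla averaged 5624 CPM ± 2357 (SD, n = 3) in SARAWT bleomycin libraries and 10671 CPM ± 3039 (SD, n = 3) in SARAWT PBS libraries. The log2 fold change of bleomycin over PBS was -0.91 (standard error 0.28, edgeR adjusted p = 0.256), and each bleomycin library lay below each PBS library, including the library labelled SARAWT PBS 3. The SARATg libraries had 12159 CPM with PBS and 4285 CPM with bleomycin. Of 7759 genes, 4 rose past the threshold in SARAWT mice, Cacna1a (log2 fold change 5.06), C4b (2.48), Hp (5.07) and Ccdc80 (3.74), and 871 had an unadjusted p under 0.05. C4b had the opposite sign at resolution 0.4 (-0.63), and leaving out 1 library moved Hp to between 4.49 and 9.84. Of the alternatives set beforehand that tested each gene, 14 of 15 called Cacna1a and 12 of 15 called C4b. For Hp it was 8 of 11 and for Ccdc80 9 of 15. Of 30 genes on the list fixed beforehand, 3 passed when adjusted over the list alone and 0 when adjusted over all genes. Zfyve9 is 1 of these 3. It had 376 CPM in the library labelled SARAWT PBS 3, against 13.8 and 5.12 CPM in PBS libraries 1 and 2. Its call thus rests on the library whose Zfyve9 goes against its label. The human ZFYVE9 entry is listed for PBS libraries 1 and 2 and not for library 3, so mouse Zfyve9 alone may not compare them. Without the library labelled SARAWT PBS 1, the count over all genes was 0. It was 8 without the library labelled SARAWT PBS 3 and 44 without SARAWT bleomycin library 3. DESeq2 called 95 genes.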

Among the ligands produced by cluster 10, IL-6 and TGF-β1 were found to significantly drive gene expression in the receiver cluster 12. 

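In the Retnla-high cluster, Il6 (ENSMUSG00000025746) averaged 115 CPM ± 37.3 (SD, n = 3) in SARAWT bleomycin libraries and 211 CPM ± 92.0 (SD, n = 3) in SARAWT PBS libraries, with a log2 fold change of -0.91 (standard error 0.33, edgeR adjusted p = 0.346). Tgfb1 (ENSMUSG00000002603) averaged 259 CPM ± 15.5 and 299 CPM ± 23.8 in the same groups (SD, n = 3 each), a log2 fold change of -0.18 (standard error 0.17, edgeR adjusted p = 0.714). In the SARATg libraries, Il6 had 287 CPM with PBS and 75.6 CPM with bleomycin, and Tgfb1 had 294 and 285 CPM. Ligand activities were not scored, because they need a ligand-target model that is not part of the deposited data.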

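Expression of cytokine receptor genes was compared in noncanonical pericytes of SARAWT mice. Il6st, on chromosome 13 of GRCm38, averaged 139 CPM ± 37.7 (SD, n = 3) with bleomycin and 276 CPM ± 32.2 (SD, n = 3) with PBS, a log2 fold change of -0.97 (standard error 0.23, edgeR adjusted p = 0.0807). Il11ra1, on chromosome 4, averaged 103 CPM ± 28.5 and 288 CPM ± 56.3 (SD, n = 3 each), a log2 fold change of -1.46 (standard error 0.25, edgeR adjusted p = 0.0526, and 0.0206 with the replicate number as a block). Both were lower in each bleomycin library than in each PBS library. In the noncanonical cluster with the highest Mfap5 alone, with 19 cells in each of SARAWT bleomycin libraries 1 and 2 and too few in library 3 to be fitted, the log2 fold change was 0.17 for Il11ra1 and -0.38 for Il6st. Il31ra averaged 0.750 CPM ± 0.335 with bleomycin and 6.46 CPM ± 2.28 with PBS (SD, n = 3 each) and was removed by the filter on low counts. DESeq2, which tested it, gave a log2 fold change of -3.01 (adjusted p = 0.0493), and the other alternatives gave adjusted p between 0.0283 and 0.25.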

In the receiver cluster 12, genes related to morphogenesis were associated with the ligand produced by cluster 10 (Figure 13B), in addition to the receptors of IL-31, IL-6, IL-11, and TGF-β (Table 2). IL-6 is a cytokine mainly produced by macrophages (65), and together with IL-31 and IL-11, it has been shown to be involved in skin fibrosis and cutaneous wound healing (66), as well as in SSc progression (67). These data show that the chemokines produced by cluster 10 might act directly on cluster 12, inducing the molecular changes and the transdifferentiation of the subset of pericytes toward a myofibroblast phenotype, as shown by the upregulation of *Col1a1* and *Col1a2* gene expression in cluster 12 (Table 2). In contrast, in *SARATg* mice, many more interactions between clusters 10 and 12 were detected (Figure 13C). 

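In noncanonical pericytes, Col1a1 (ENSMUSG00000001506, chromosome 11) averaged 9378 CPM ± 2617 (SD, n = 3) in SARAWT bleomycin libraries and 20367 CPM ± 7530 (SD, n = 3) in SARAWT PBS libraries, a log2 fold change of -1.13 (standard error 0.33, edgeR adjusted p = 0.117). Col1a2 had a log2 fold change of -1.20 (standard error 0.30, edgeR adjusted p = 0.0884, and 0.0478 with the replicate number as a block). For both genes each bleomycin library was lower than each PBS library, and the sign held in each of the 16 alternatives set beforehand, with Col1a1 between -1.37 and -0.19 and adjusted p between 0.0253 and 0.927. Of 10346 genes, 0 passed the threshold with edgeR, 2280 had an unadjusted p under 0.05, and the 2 groups did not overlap for 28.4% of genes, where chance gives 10%. DESeq2 called 664 genes, and edgeR called 806 without the filter on low counts, the alternative that moved the count most, and 380 with the replicate number as a block in a paired fit. Without the library labelled SARAWT PBS 3, edgeR called 49 genes, and without the library labelled SARAWT PBS 1 it called 8. Of 52 genes on the list fixed beforehand, 22 passed when adjusted over the list alone and 0 when adjusted over all genes. Zfyve9 is among these 22, with 648 CPM in the library labelled SARAWT PBS 3 against 34.7 and 21.0 CPM in PBS libraries 1 and 2. Its call thus rests on the library whose Zfyve9 goes against its label. The human ZFYVE9 entry, not listed for PBS library 3, had 686 and 113 CPM in noncanonical pericytes of PBS libraries 1 and 2. Mouse Zfyve9 alone may therefore not compare these libraries. Cthrc1 had a log2 fold change of 2.28 (edgeR adjusted p = 0.115) and Mfap5 of -0.80 (adjusted p = 0.114). Leaving out 1 library moved Cthrc1 to between 1.47 and 2.88. Of the 16 alternatives set beforehand, 2 called Cthrc1 and 1 called Mfap5. In the cluster with the highest Mfap5, fitted without SARAWT bleomycin library 3, Cthrc1 took the opposite sign (-0.68).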

Many target genes detected in cluster 12 are encoding ECM proteins, and their expression levels were significantly decreased in *SARATg* mice even after bleomycin treatment (Table 3), while significant interactions with the genes associated with morphogenesis detected in *SARAWT* mice were not detected in *SARATg* mice.

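SARATg bleomycin was compared with SARATg PBS in noncanonical pericytes, with 1 library in each group. The log2 fold change was -4.41 for Col1a1 (standard error 0.64, edgeR adjusted p = 0.0200), -4.50 for Col1a2, -3.37 for Col3a1, -5.31 for Eln, -3.01 for Col15a1 and -2.31 for Timp2, with adjusted p between 0.0172 and 0.0507 for these 5. Timp2, at 0.0507, did not pass the threshold. Of 13124 genes, 691 passed, 299 higher and 392 lower with bleomycin, and the count was 2212 without the filter on low counts, 191 with no integration of the libraries and 35 in the cluster with the highest Cthrc1. On the list fixed beforehand, 28 of 62 genes passed when adjusted over the list alone and 17 when adjusted over all genes. With genes joined by symbol, 0 passed with edgeR and 2764 had an unadjusted p under 0.05, while DESeq2 on joined identifiers called 1486. Without the library labelled SARAWT PBS 1 the count was 1563, and without the library labelled SARAWT PBS 3 it was 388. The 2 libraries differ in which noncanonical clusters they hold, since 1 cluster gave 86.6% of the class's UMIs in SARATg PBS and 4.80% in SARATg bleomycin. Of the plain log2 ratio of -4.00 for Col1a1, -1.98 came from this make-up. Over the alternatives set beforehand, the log2 fold change of Col15a1 ranged from -3.04 to -0.53. Its call was kept less often than those of Col1a1, Col1a2, Col3a1 and Eln. In the cluster with the highest Mfap5, where SARATg bleomycin has 10 cells, the sign changed for Col1a1 (0.14) and Col3a1 (0.20). In the 4 other noncanonical clusters both genes fell, with plain log2 ratios of -2.79, -1.92, -2.41 and -1.29 for Col1a1 and between -2.05 and -1.06 for Col3a1. The difference in bleomycin effect between SARATg and SARAWT was -3.43 for Col1a1 (standard error 0.68, edgeR adjusted p = 0.219) and -3.44 for Col1a2 (standard error 0.61, adjusted p = 0.215). Neither passed over all genes, while adjusted over the list alone both did (0.0153 and 0.0119), among 6 of the 62 genes. Since the list holds genes the paper took from these same data, passing over it alone is no independent support. The difference in bleomycin effect for Col1a1 was 0.11 in the cluster with the highest Mfap5. On simulated counts the comparison of the 2 SARATg libraries recovered 17% of 200 changed genes, and 29.2% of its calls were false.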

The crosstalk between lymphocytes and pericytes was further evaluated in vitro. Immortalized mouse pericytes treated with IL-31 showed a significant increase in the expression of the profibrotic markers *Col1a1*, *Acta2*, and vimentin (*Vim*). A positive trend for *Fn1* was observed after 8 hours of the treatment, and it remained substantially higher compared with the vehicle-treated cells after 24 hours of stimulation. After 48 hours, *Acta2* expression level was also increased. These results were confirmed by immunofluorescence for α-SMA (Figure 14). To better investigate the involvement of SARA in regulating IL-31 profibrotic activity on pericytes, mouse pericytes were transfected with si*Zfyve9* to downregulate endogenous SARA expression level, and then they were treated with IL-31 for 24 hours. As shown in Figure 15A, with SARA downregulation we observed a strong induction in *Col1a1*, *Fn1*, *Vim*, and *Acta2* expression, which was not observed with IL-31 treatment only. In contrast, when we overexpressed SARA in mouse pericytes (*ZFYVE9* overexpression) and treated them with IL-31 for 24 hours, we observed that the induction of profibrotic genes was attenuated (Figure 15, B and C). These results verified that SARA regulates and prevents pericyte-myofibroblast transdifferentiation mediated by IL-31 stimulation.

Interaction between cluster 12 noncanonical pericytes and lymphocytes was also suggested. Cells in cluster 12 strongly expressed the *Lgal1* gene, a well-known inducer of lymphocyte T apoptosis (68) (Supplemental Figure 6). 

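Lgals1 (ENSMUSG00000068220), which encodes galectin-1, lies on chromosome 15 of GRCm38 from 78926725 to 78930465. It averaged 4508 CPM ± 2806 (SD, n = 8 libraries) in noncanonical pericytes, 1779 CPM ± 804 (SD, n = 7) in canonical pericytes, 3426 CPM ± 1419 in Schwann cells, 1186 CPM ± 200.2 in Ptprc-positive cells, 337 CPM ± 300.02 in endothelial cells and 36.3 CPM ± 21.2 in keratinocytes (SD, n = 8 each). At 1000 UMIs per cell it was detected in 77.3% ± 11.1 of noncanonical, 72.2% ± 10.6 of canonical and 50.0% ± 6.85 of Ptprc-positive cells.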

In *SARAWT* mice treated with bleomycin, the *Lgal1*-expressing cluster was depleted, leading to the abnormal activation of T cells. 

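Within noncanonical pericytes, Lgals1 averaged 6324 CPM ± 1201 (SD, n = 3) in SARAWT bleomycin libraries and 2441 CPM ± 844 (SD, n = 3) in SARAWT PBS libraries. Its log2 fold change was 1.42 (standard error 0.26, edgeR adjusted p = 0.0605, and 0.0136 with the replicate number as a block), with each bleomycin library above each PBS library. Over 16 alternatives set beforehand it stayed between 0.65 and 1.66. For T cells and innate lymphoid cells, the share was 14.7% ± 6.67 (SD, n = 3) with bleomycin and 7.34% ± 6.97 (SD, n = 3) with PBS, a change of 7.31 percentage points (two-sided exact permutation test, p = 0.3, where 0.1 is the smallest possible p). The T cell share was 4.11%, 2.58% and 15.3% in the libraries labelled SARAWT PBS 1 to 3. It was 8.31%, 14.0% and 21.6% in SARAWT bleomycin libraries 1 to 3. Library 3 was the highest of each group, so the size of the change depends on these libraries. The permutation test leaves the replicate numbers out, and this share was higher with bleomycin in each of the 3 pairs of libraries with the same number.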

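Between the SARATg libraries, Lgals1 in noncanonical pericytes had 1153 CPM with PBS and 8611 CPM with bleomycin, a log2 fold change of 2.49 (standard error 0.47, edgeR adjusted p = 0.0308). Compared with SARAWT after bleomycin, the SARATg library had a log2 fold change of 0.70 (standard error 0.40, edgeR adjusted p = 0.850), and the bleomycin effects of the 2 genotypes differed by 0.99 (standard error 0.52, adjusted p = 0.600). T cells and innate lymphoid cells were 5.85% of SARATg PBS cells and 17.3% of SARATg bleomycin cells.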

Importantly, in bleomycin-treated *SARATg* mouse skin, cluster 12 and *Lgal1* expression were preserved, suggesting that this cluster prevents the Th2 cell expansion, the M2 macrophage polarization, and consequent fibrogenic changes.

### Effects of pericyte-specific, inducible SARA overexpression on skin fibrosis.

The data reported so far were generated using a *PDGFRb-Cre SARATg* mouse, where Cre recombinase was constitutively expressed under the control of *PDGFRb* promoter. As our data show, in agreement with literature (47), the *PDGFRb* promoter is active during embryogenesis in pericytes as well as inflammatory cells, revealing the interesting involvement of SARA in immune cell activation and in pericyte transdifferentiation. However, the Cre recombinase activity in both pericytes and inflammatory cells in the *PDGFRb-Cre SARATg* mice raised a possibility that antifibrotic effects we observed with the *PDGFRb-Cre SARATg* mice could be due to SARA overexpression in inflammatory cells in addition to pericytes. To test the specificity of the effect of SARA expression in pericytes, we repeated the experiments using an inducible Cre system (*PDGFRb-CreERT2*) (Supplemental Figure 7). In this mouse, Cre recombinase is expressed only after tamoxifen treatment after birth and therefore is active specifically in pericytes but not in inflammatory cells in which *PDGFRb* promoter is active only during embryogenesis (47).

Bleomycin-induced skin fibrosis was significantly less severe in the inducible *SARA*-overexpressing mice, suggesting that the protective effect of SARA was specific to pericytes, especially in females, and this was independent from the role of *SARA* overexpression in the inflammatory cells. In male mice, the protective effect of SARA on skin morphology was not as prominent as that observed in the constitutive Cre model, but the levels of *Col1a1* and *Acta2* mRNA in skin were still significantly reduced (Figure 16). These results suggest that *SARA* overexpression in the inflammatory cells may provide additional protection in fibrosis.

## Discussion

The data reported in this paper highlight potentially novel concepts in the pathogenesis of SSc. In this paradigm, SARA plays a key role. First, we show that some subsets of pericytes become myofibroblasts during fibrogenesis in a mouse model of SSc and that the overexpression of *SARA*, in PDGFR-β^+^ cells, protects against this transdifferentiation, hence preventing disease progression. Second, we show that signals associated with Th2 and macrophage activation are upregulated in the model and could be a therapeutic target. Our data also implicate a potentially novel crosstalk between immune cells and pericytes in the myofibroblast precursor transdifferentiation process.

Among several sources that have been implicated as myofibroblast precursors in skin fibrosis, pericytes are one of the most promising (10–13). Our findings are in agreement with the recent studies that have implicated pericytes as a source of myofibroblast progenitors in fibrosing organs (11, 69–73). Using genetic tracing approaches and kinetic analysis, Humphreys et al. first showed that most myofibroblasts derive from interstitial pericytes/perivascular fibroblasts in fibrotic kidney and proposed that vascular injury is the likely trigger for pericyte migration and differentiation into myofibroblasts (73, 74). In patients with dermal scarring, cells that express pericyte markers are found in the dermal layer, not alongside vascular structures, and they are positive for α-SMA and other ECM markers (75). Patients with SSc are also noted to show an increase in the number of cells positive for a pericyte marker, RG5, in the dermal layers of their skin samples, with a simultaneous upregulation in myofibroblast markers (76). These findings are further supported by data with inducible genetic fate mapping, which shows that a subset of stromal cells expressing ADAM12 are activated during injury in the dermis, and they represent the majority of collagen-producing cells during scarring. Interestingly, those cells are also PDGFR-β^+^ and NG2^+^, developmentally different from other skin cells, and derived from fetal cells involved in vascular development (70). PDGFR-β^+^ cells are also identified as the main population that increases during spinal cord scar formation, with a consistent upregulation of α-SMA and fibronectin expression (77). Hepatic stellate cells, liver-specific pericytes, are also the principal collagen-producing cells in liver fibrogenesis (78). These findings suggest that pericytes serve as precursors for myofibroblasts in many organs other than skin as well and therefore a promising target in treating organ fibrosis.

Our data suggest a potentially novel function of SARA in 2 ways, one in pericytes and one in inflammatory cells, with the final effect to regulate pericyte cell identity. SARA is a highly conserved protein, originally reported as a modulator of the TGF-β pathway. However, subsequent works by us and others showed that SARA is indeed dispensable for TGF-β signaling (30, 31, 33) and defined a role of SARA independent of the TGF-β pathway, including in intracellular molecular trafficking (27) and neuronal development (29, 32). We have previously demonstrated that SARA is critical in maintaining epithelial cell phenotype in culture. SARA levels are higher in cultured kidney epithelial cells than in fibroblasts and inversely correlated with α-SMA expression level. Treatment with TGF-β1, a well-known mediator of fibrosis, decreased SARA levels at the same time frame of mesenchymal marker upregulation. Moreover, silencing SARA expression resulted in α-SMA upregulation and mesenchymal phenotype, even without TGF-β1 stimulation (26). Consistent with these in vitro findings, we show in the present study that mice overexpressing *SARA* in PDGFR-β cells showed significantly less skin fibrosis upon bleomycin treatment compared with *SARAWT* littermates. *SARA* overexpression in PDGFR-β cells with a constitutively active Cre was effective in preventing fibrosis in both female and male mice, even though males have a physiologically thicker dermis and bleomycin induced severer changes. However, the protective effect was less apparent in males when an inducible Cre, which limits *SARA* overexpression exclusively in pericytes but not in inflammatory cells, was used. SSc primarily affects females, but males present with more severe fibrotic changes when affected, and males have higher mortality than females (79).

Our results suggest that loss of SARA expression in inflammatory cells might be an aggravating factor for SSc. Indeed, it has been described that the expression of SARA in Th1 and Th2 cells is decreased during the activation of the lymphocytes, and consequently the responsiveness to TGF-β is increased (80, 81).

scRNA-Seq technology unveiled heterogeneity of the cells in healthy and pathological conditions. A scRNA-Seq analysis of cells in human fibrotic skin showed that fibroblasts are heterogeneous (82) and that the fibroblasts of mesenchymal origin were significantly increased in keloid compared to normal scar, as well as in SSc (82). Some of the fibroblast clusters found in SSc skin were most analogous to mesenchymal fibroblasts in keloid, implicating a common mechanism in fibrotic skin disease (82). It is well known that endothelial cells demonstrate pathological changes in the early stage of the disease and drive the other clinical manifestations of SSc. Indeed, another scRNA-Seq analysis revealed that genes associated with vascular injury, ECM assembly/organization, and negative regulation of angiogenesis are upregulated in endothelial cells from patients with SSc (83). Since pericytes represent only a small fraction of cells in skin, previous studies using cells isolated from the entire skin or dermal layer did not have enough power to characterize subpopulations of pericytes. In the present study, we isolated PDGFR-β^+^ cells to focus our scRNA-Seq analysis on pericytes as a potential source of myofibroblasts and identified 6 distinct clusters within the pericyte population. In addition to pericytes that express the canonical markers, we identified a subset of pericytes that do not express canonical pericyte markers but are characterized by expression of *Mfap5* and *Cthrc1* as specific pericyte subpopulations that assume myofibroblast characteristics. CTHRC1 is a secreted protein that has hormone-like characteristics and is known to regulate tissue remodeling processes and blood vessel formation. MFAP5 is involved in maintaining vessel integrity (48, 49) and also reported to promote epithelial-mesenchymal transdifferentiation (EMT) program in basal-like breast cancer (84). Activation of EMT is triggered by a series of paracrine factors such as NOTCH, WNT, and TGF-β, and they all synergize each other to induce the phenotype (85). STRING analysis shows, in fact, that MFAP5 and CTHRC1 have a functional relationship with NOTCH receptors and ligands and WNT signaling, respectively. Indeed, MFAP5 and CTHRC1 modulate EMT via NOTCH and WNT, respectively (86–88), and SARA might contribute to modulate these pathways.

Immunostaining experiments on mouse skin tissue supported the involvement of these pericyte subsets, and SARA overexpression protected them to transdifferentiate toward myofibroblasts. In addition, SSc patient skin samples clearly showed an activation of those cells, showing the clinical relevance of this finding.

In our scRNA-Seq data set, we found that SARA overexpression, in PDGFR-β^+^ cells, changes the trajectory of pericytes’ path in fibrotic conditions, modulating the state of the cells and their transdifferentiation, further suggesting that SARA negatively regulates the phenotypic differentiation via suppressing the signal of the profibrotic molecules *Nme2* and *Gas5* and upregulating the antifibrotic mediator *Cyr61*. We highlight that in fibrotic conditions those pericytes are probably partially and not completely transdifferentiated; indeed, the transdifferentiation is not an on-off process but a dynamic evolution where the entire spectrum of transdifferentiation degrees can exist, and SARA overexpression modulates this dynamic, not completely reverting the change observed in the *SARAWT* mice.

In vitro experiments with human pericytes supported the modulation of these molecules’ expression level after SARA downregulation or overexpression under fibrotic stimuli, such as TGF-β treatment.

In SSc skin, an unbalanced activation of the immune system is characteristic (89–91), and diverse immune cell types are implicated in the immunopathogenesis of SSc, including T cells, B cells, dendritic cells, mast cells, and macrophages. SSc patients show a higher percentage of activated T cells (91, 92), and Th1/Th17-driven immune response is the first phase of SSc, followed by a switch to Th2-driven immune response, leading to irreversible fibrosis. In the bleomycin model, recruitment of mast cells increases by week 1 followed by production of cytokines by week 2, and dermal thickness gradually increases to maximize by week (42, 43, 93). In the pathogenesis of SSc, TGF-β plays one of the main roles and TGF-β levels are elevated (94). TGF-β not only modulates EMT and myofibroblast activation but also affects the proliferation of Th1 lymphocytes, but not of Th2 lymphocytes (95), resulting in preferential activation of Th2 cells. In our *PDGFRb-Cre* model, Cre activity was detected in pan-leukocytes in addition to pericytes presumably due to the activation of this promoter in leukocyte progenitors during embryogenesis (47). In particular, a cluster enriched with cells from *SARAWT* mice treated with bleomycin showed significant upregulation of *Retnla* expression. RETNLA is a molecular product of the Th2 signaling pathways, and IL-31 is one of the most highly produced cytokines of activated Th2 lymphocytes (96). A profibrotic function of IL-31 has also been reported, and it may contribute to skin and lung fibrosis in a subset of patients with SSC (97). A recent study that demonstrated IL-31–mediated Th2 polarization leads to fibrosis provides another rationale for targeting the IL-31/IL-31RA axis in the treatment of SSc (98). IL-13 and IL-4 are also primarily produced by Th2 cells. IL-13 and its receptor expression levels are elevated in a murine model of bleomycin-induced scleroderma (99). IL-13 levels are also elevated both in the blood and in the skin of patients with SSc (92). IL-4 and IL-13 are also considered possible therapeutic targets in SSc (100, 101). We harvested cells 3 weeks after the start of the bleomycin injection; therefore, molecular profiles we obtained may lack some of the early inflammatory signals but are more relevant to a clinical setting where patients are often left undiagnosed till overt skin fibrosis develops (1). Mouse pericytes treated with IL-31 clearly showed profibrogenic activities, which was more emphasized after SARA downregulation and attenuated after SARA overexpression, highlighting how SARA modulated the pericyte capability to transdifferentiate, acting with different mechanisms. Our results suggest that SARA exerted its antifibrotic effects by at least 2 distinct mechanisms, one via prevention of Th2 cell activation and macrophage polarization and the second via a direct effect on pericytes independent of inflammatory cells. Pericyte-specific *SARA* overexpression with an inducible Cre showed complete restoration of normal skin morphology in female mice but not in males, supporting that this dual mechanism of action could at least partially explain the difference in SSc progression seen between males and females in the clinical setting.

Our scRNA-Seq data also suggested that specific immune signals regulate myofibroblast precursor transdifferentiation, and conversely myofibroblast precursors modulate immune system activation. The 2 clusters identified in our work, cluster 10 and 12, seem to modulate each other, underlining regulation of the cell phenotypes and functions by microenvironment cell-cell communication in developing more effective therapeutic strategies.

In addition to pericytes and immune cells that consisted of 2 major populations of PDGFR-β^+^ cells we isolated and analyzed by scRNA-Seq, we noted a few clusters of endothelial cells and keratinocyte populations. 

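Endothelial cells made up 1.78% ± 0.418 (SD, n = 3) of the cells in SARAWT PBS libraries and 0.680% ± 0.128 (SD, n = 3) in SARAWT bleomycin libraries, a change of -1.10 percentage points (two-sided exact permutation test, p = 0.1, the smallest p that 3 libraries against 3 allow). For keratinocytes the shares were 4.33% ± 2.32 and 1.53% ± 0.577 (SD, n = 3 each; exact permutation, p = 0.1). In both cell types each bleomycin library was below each PBS library. These are shares of all cells, and the Ptprc-negative cells as a whole went from 29.6% to 16.7% in the same groups. Shares among the Ptprc-negative cells were not tested for these 2 cell types. Without the library labelled SARAWT PBS 3 the keratinocyte change was -1.47 and the endothelial change -1.34 percentage points. In SARATg mice, endothelial cells went from 1.16% (95% interval 0.866% to 1.52%) with PBS to 0.424% (0.263% to 0.648%) with bleomycin, and keratinocytes from 6.26% (5.57% to 7.02%) to 3.55% (3.06% to 4.11%).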

Since they did not change regardless of presence of fibrosis and/or SARA overexpression, it is unlikely that these clusters contributed to the phenotype of the PDGFR*b*-Cre *SARATg* mice. Some fibroblasts also expressed PDGFR-β. However, we did not find a cluster that was signified as fibroblasts in our scRNA-Seq data set. 

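The markers that named noncanonical pericytes here include Pdgfra, Dcn, Dpt and Pi16, genes that are also in common use for fibroblasts, so these values cannot set the 2 cell types apart. In the 5 noncanonical clusters, 11 or 12 of the 12 listed genes were raised.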

Some of the noncanonical pericytes we identified could be innate fibroblasts. We previously showed that low SARA expression is one of the characteristics for fibroblasts at least in culture (26), and therefore SARA overexpression that might have happened in at least a portion of fibroblasts in this model could have contributed to the phenotype of our model.

The data presented in this paper show a potentially novel antifibrotic role for SARA via preventing the pericyte-myofibroblast transdifferentiation and aberrant lymphocyte activation in SSc. They also suggest a potentially novel crosstalk between Th2 cells, macrophages, and pericytes, in which SARA plays a critical role. The results shown in this report are promising for the development of treatment options for SSc.

## Methods

Detailed materials and methods are provided in Supplemental Methods.

### Mice.

*PDGFRb-Cre* (40) and *Z/EG* (46) mice were gifts from RF Adams (London Research Institute, London, United Kingdom) and CG Lobe (Sunnybrook and Women’s Health Science Center, Toronto, Ontario, Canada), respectively. *PDGFRb-CreERT2* (stock 030201) and *C57Bl/6J* mice (stock 000664) were purchased from Jackson Laboratories.

### Generation of SARATg mice.

Full-length 4.6 kb *ZFYVE9* cDNA that encodes human SARA protein was subcloned from TOPO vector and inserted into pWT326 that contains *CAG* promoter preceded by a lox-stop-lox cassette (102) at ClaI/SalI, then subcloned to a *Rosa26-1* targeting vector, *pWT242* (103) at PacI/AscI, and injected into RI-129 ES cells (104). Positive clones were selected by Southern blot screening, then surgically transferred into the oviduct of pseudo-pregnant females. *SARATg* mice were mated either with *PDGFRb-Cre* or *PDGFRb-Cre-ERT2* mice, genotyped using ReadyMix Taq reaction mix (MilliporeSigma), and then further mated with *Z/EG* mice to express GFP in PDGFR-β^+^ cells. The mice were subjected to experiments at age 8 weeks. Primers used for genotyping are shown in Table 4.

### Induction of CreERT2 recombinase activity.

*PDGFRb-CreERT2 Z/EG SARATg* mice were given tamoxifen (T5648, MilliporeSigma) (2 mg daily) intraperitoneally, 5 times a week for 2 consecutive weeks at the age of 6 weeks old, to induce Cre recombinase activity. Recombination and expression of the transgene were validated and are shown in Supplemental Figure 7.

### Induction of skin fibrosis.

Skin fibrosis was induced by daily subcutaneous injection of bleomycin (20 mg/kg, body weight) at shaved back skin for 2 weeks. Mice were sacrificed 1 week after the completion of bleomycin injection, and skin samples were harvested for histological evaluation and molecular analyses.

### scRNA-Seq.

PDGFR-β^+^GFP^+^ cells from back skin harvested from *PDGFRb-Cre Z/EG*, *SARATg*, or *SARAWT* mice, subjected to bleomycin or PBS, were sorted by flow cytometry and subjected to scRNA-Seq. Sequencing of the 10x Genomics single-cell libraries was performed on the Core’s Illumina HiSeq 4000, at the depth of ~30,000 reads per cell. The analyses were performed by the bioinformatician of Sequencing Core Facility of the Robert H. Lurie Comprehensive Cancer Center of Northwestern University. The details are provided in Supplemental Methods.

### Data sharing.

scRNA-Seq raw data used in the above analyses are uploaded to NCBI GEO database under accession number GSE211810.

### Statistics.

Statistical analyses were performed using GraphPad Prism version 8 software (GraphPad Software) for 2-tailed Mann-Whitney test or Kruskal-Wallis 1-way ANOVA followed by post hoc analysis. The data are reported as mean ± SEM. Statistical significance was defined as *P* < 0.05.

### Study approval.

All experiments involving animal use were performed in accordance with the *Guide for the Care and Use of Laboratory Animals* of the NIH (National Academies Press, 2011). The protocol was approved by the Institutional Animal Care and Use Committee (protocol IS00005976).

Deidentified skin tissue was obtained from the Northwestern University Skin Tissue Engineering and Morphology Core, collected under an approved protocol in compliance with the Northwestern University Internal Review Board (IRB STU00009443). This work did not constitute human subject research.

## Author contributions

KCS, JV, and TH performed conceptualization. KCS, ICLP, and TH developed methodology. KCS, XL, and VD performed investigation. KCS, XL, and TH performed visualization. TH acquired funding. ICLP, JV, and TH performed supervision. KCS wrote the original draft. JV, ICLP, and TH reviewed and edited the draft.

## Supplementary Material

Supplemental data

## Figures and Tables

**Figure 1:**
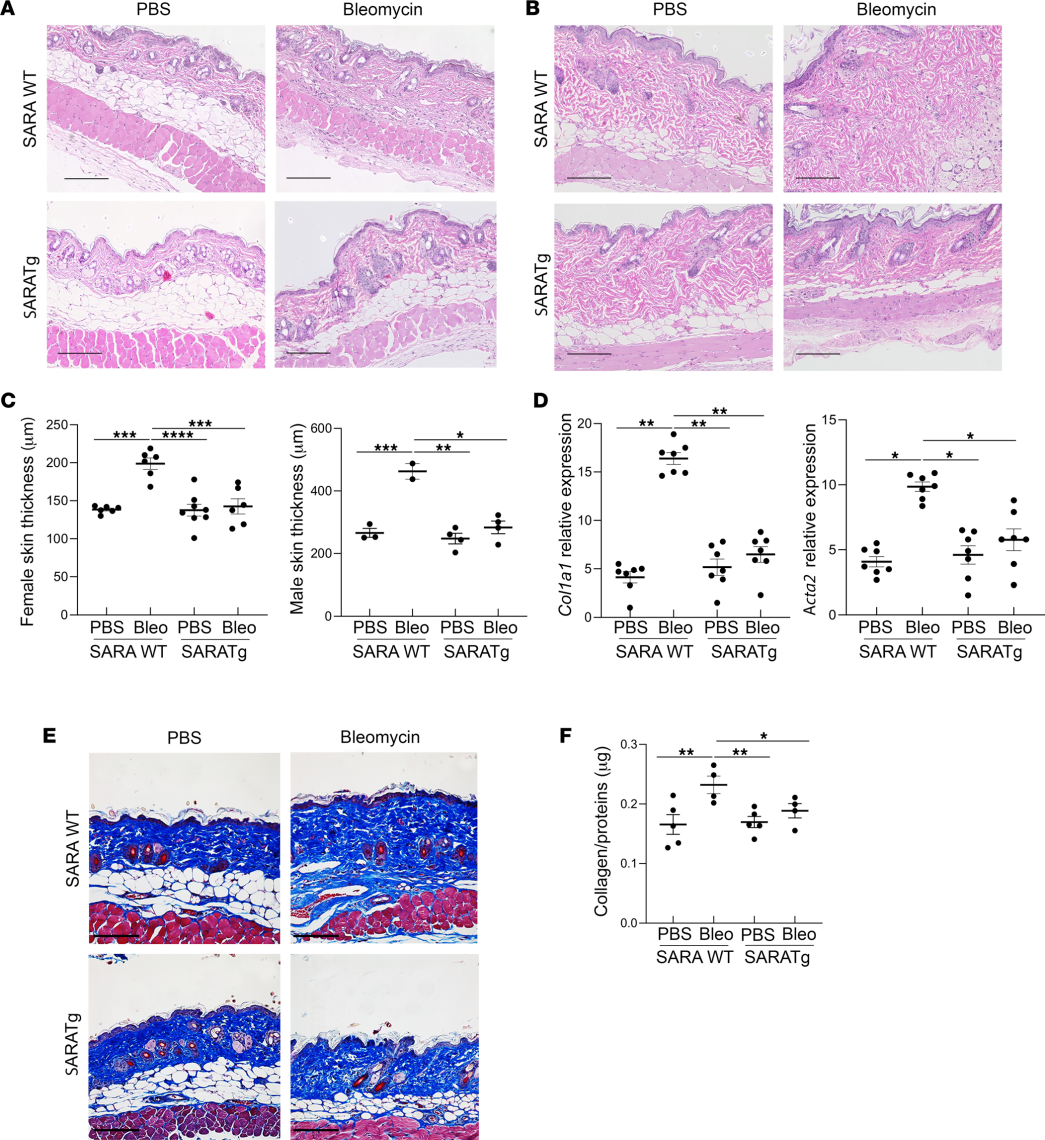
Effect of *SARA* overexpression in suppressing skin fibrosis in a mouse model of SSc. Representative images of hematoxylin-eosin (H&E) staining of the mouse skin from females (**A**) and males (**B**) subjected to PBS (left) or bleomycin (right) are shown. Dermal thickness is shown separately for female and male samples in the graphs (**C**). Each dot represents the value from a different mouse, and the average ± SEM for each condition is overlaid. mRNA expression for profibrotic gene Col1*a*1 and for activated myofibroblast marker *Acta2* are shown (**D**). Masson’s trichrome staining and collagen protein deposition in skin are shown (**E** and **F**). Scale bar = 100 μm. *SARAWT* mice *n* = 14 (PBS treated *n* = 7 and bleomycin treated *n* = 7) versus *SARATg* mice *n* = 15 (PBS treated *n* = 7 and bleomycin treated *n* = 7). One-way ANOVA followed by Tukey’s multiple comparisons test: *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

**Figure 2:**
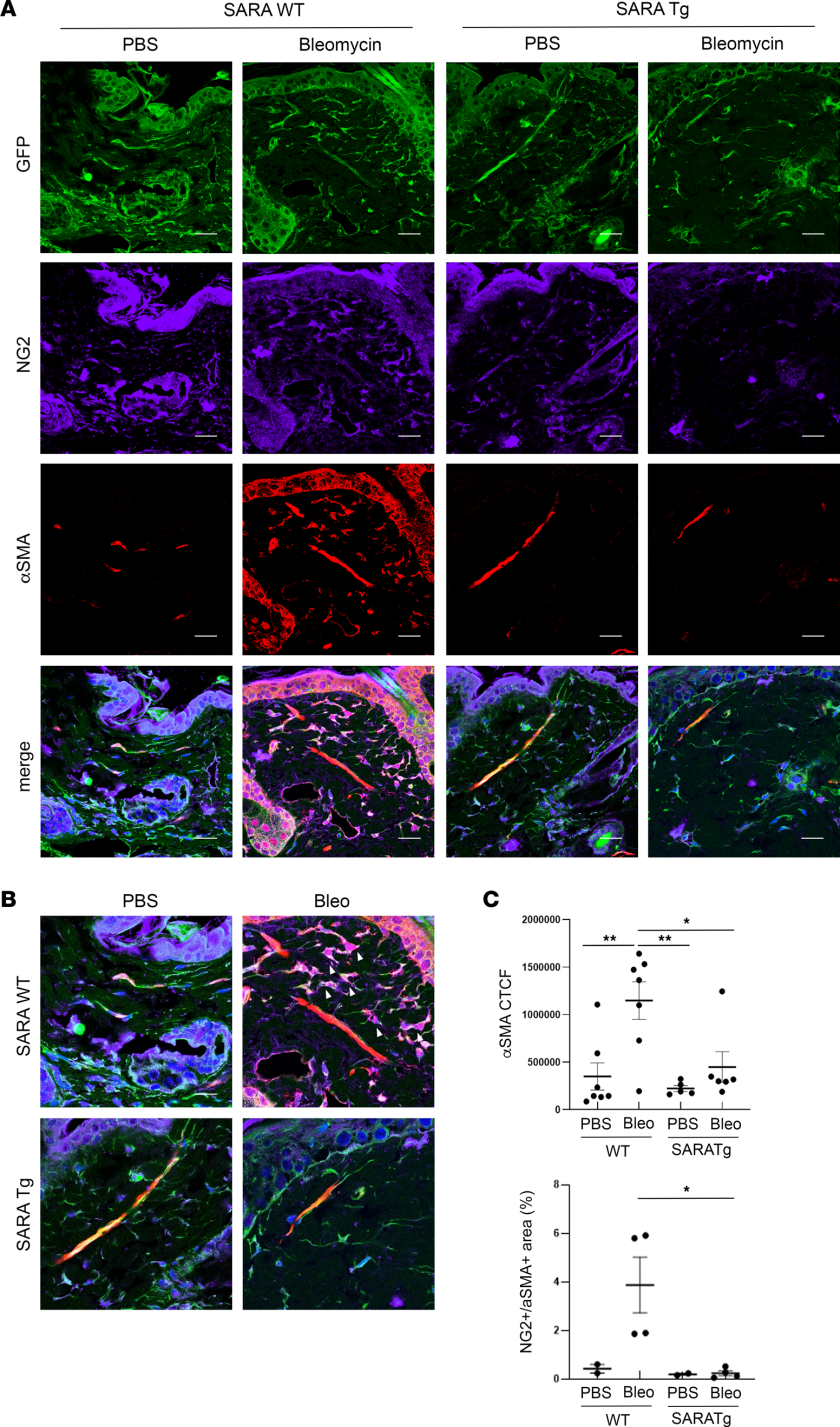
Effects of SARA on pericyte transdifferentiation. Representative images of immunofluorescence staining on skin sections for pericyte marker NG2 (purple) and myofibroblast marker α-SMA (red) are shown (**A**). Pericytes are also expressing GFP in our animal model. Single channels and merged images are shown in the panel. Scale bar = 20 μm. Higher magnification for merged images is shown (**B**). The arrowheads in the merged image indicate the NG2^+^α-SMA^+^ cells in WT bleomycin-treated samples. Scale bar = 10 μm. Representative images from 3 independent experiments are shown. Negative control images are shown in Supplemental Figure 2B. The corrected total cell fluorescence (CTCF) quantification for α-SMA signal and the percentage of double-positive area for NG2^+^ and α-SMA^+^ in dermal layer are shown in the graphs (**C**). One-way ANOVA followed by Tukey’s multiple comparisons test: *P < 0.05, **P < 0.01.

**Figure 3:**
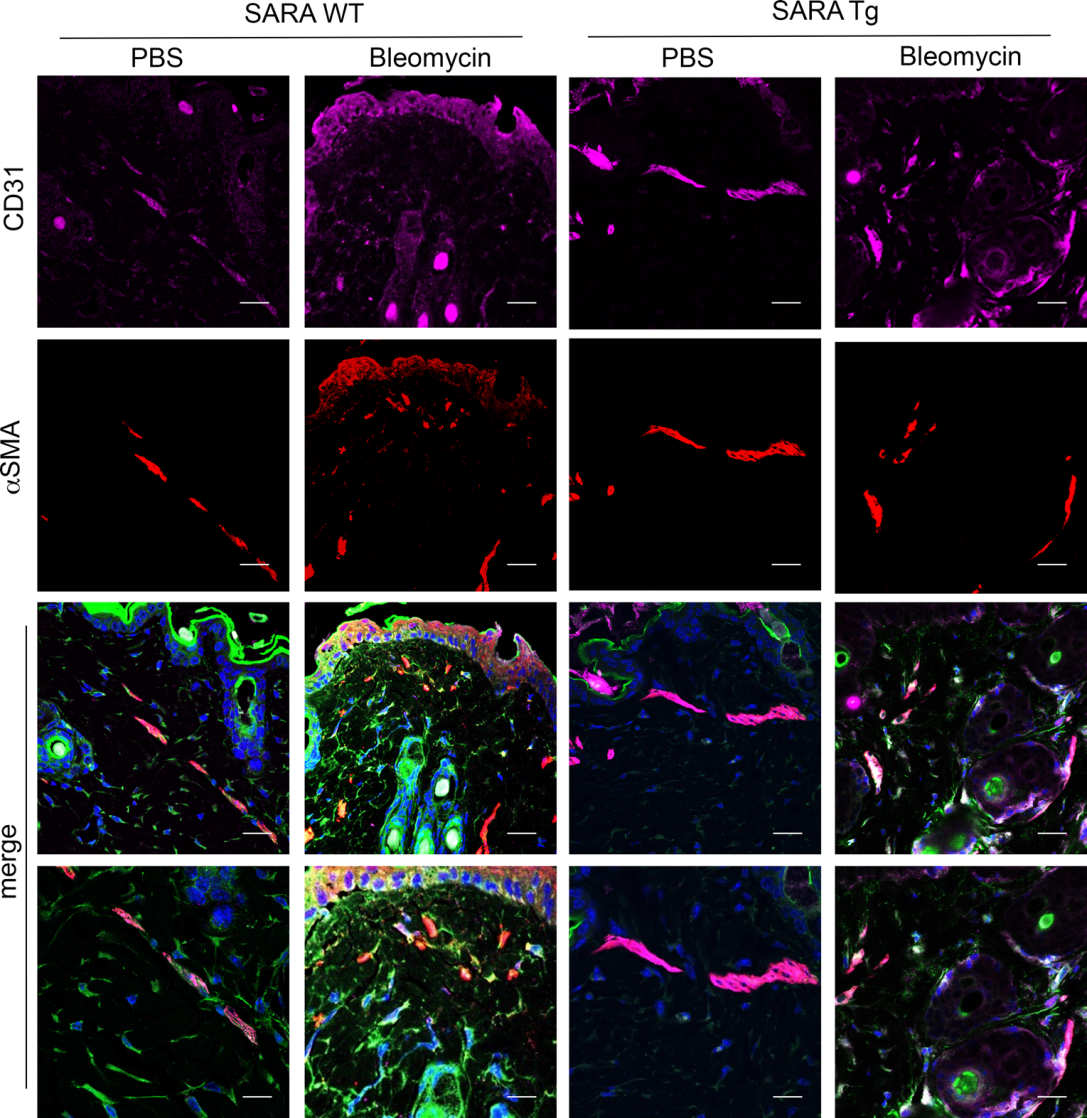
Effects of SARA on α-SMA^+^ cell localization. Representative images of immunofluorescence staining on skin sections for blood vessel marker CD31 (purple) and α-SMA (red) are shown. Merged images are shown in the panel and higher magnification of the latter are provided. Scale bar = 20 μm and 10 μm in the higher magnification. Representative images from 3 independent experiments are shown.

**Figure 4:**
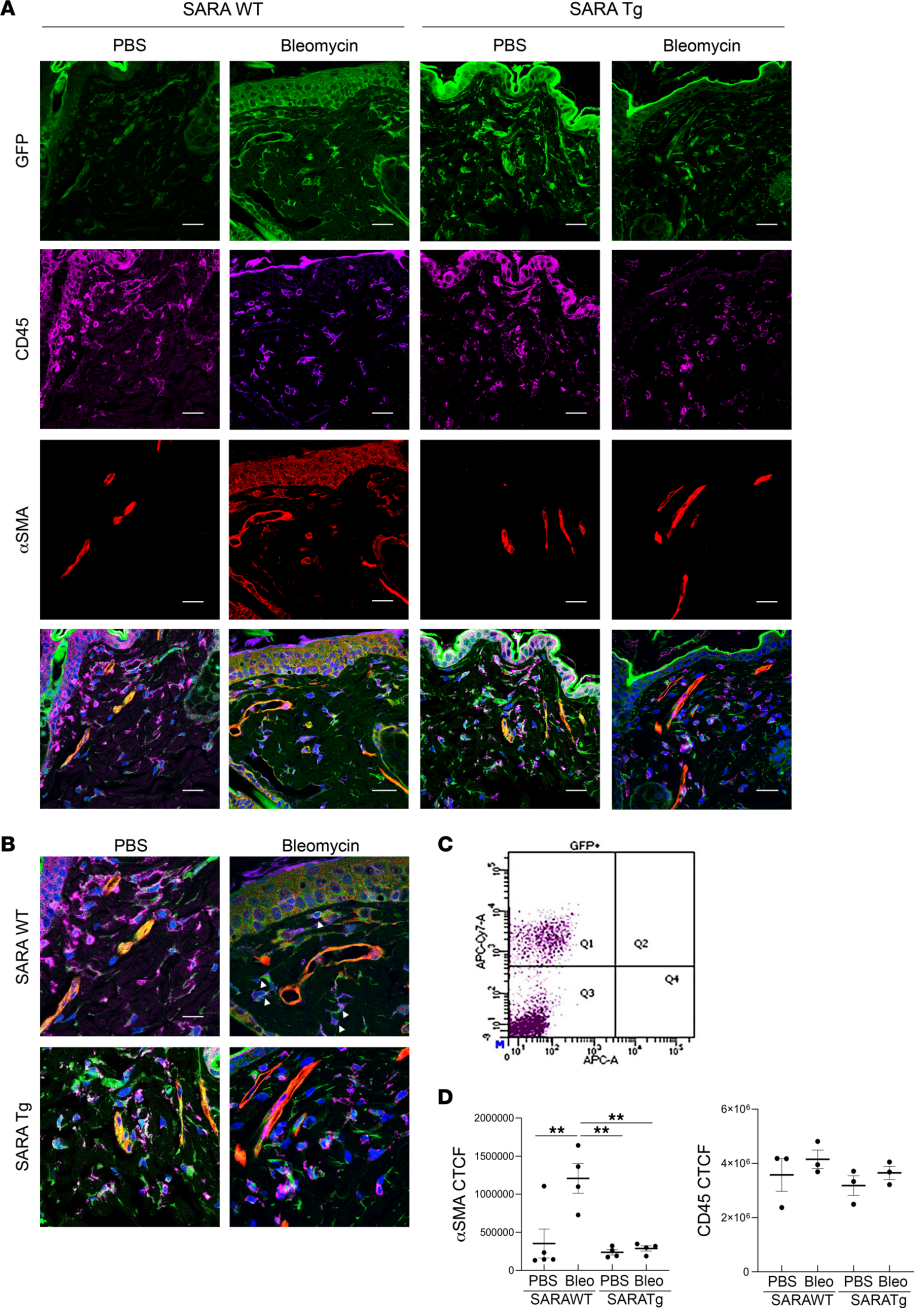
Inflammatory cells detected by PDGFR-β^+^GFP^+^ cells in the *PDGFRb-Cre Z/EG* mice during fibrogenesis. Representative images of immunofluorescence staining on skin sections for inflammatory cell marker CD45 and myofibroblast marker α-SMA are shown (**A**). Single channels and merged images are shown in the panel. Scale bar = 20 μm. Higher magnification for merged images is shown (**B**). The arrowheads in the merged image indicate the CD45**^+^** and α-SMA^–^ cells in the WT bleomycin-treated samples. Scale bar = 10 μm. The scatterplot of the flow cytometric analysis of the PDGFR-β^+^ cells isolated from healthy *SARAWT* or *SARATg* mouse skin and stained for CD45 is shown (**C**). Details for the flow analyses are provided in Supplemental Figure 3. The CTCF quantification for α-SMA and CD45 signal is shown in the graphs (**D**). One-way ANOVA followed by Tukey’s multiple comparisons test: **P < 0.01. Representative images from 3 independent experiments are shown.

**Figure 5:**
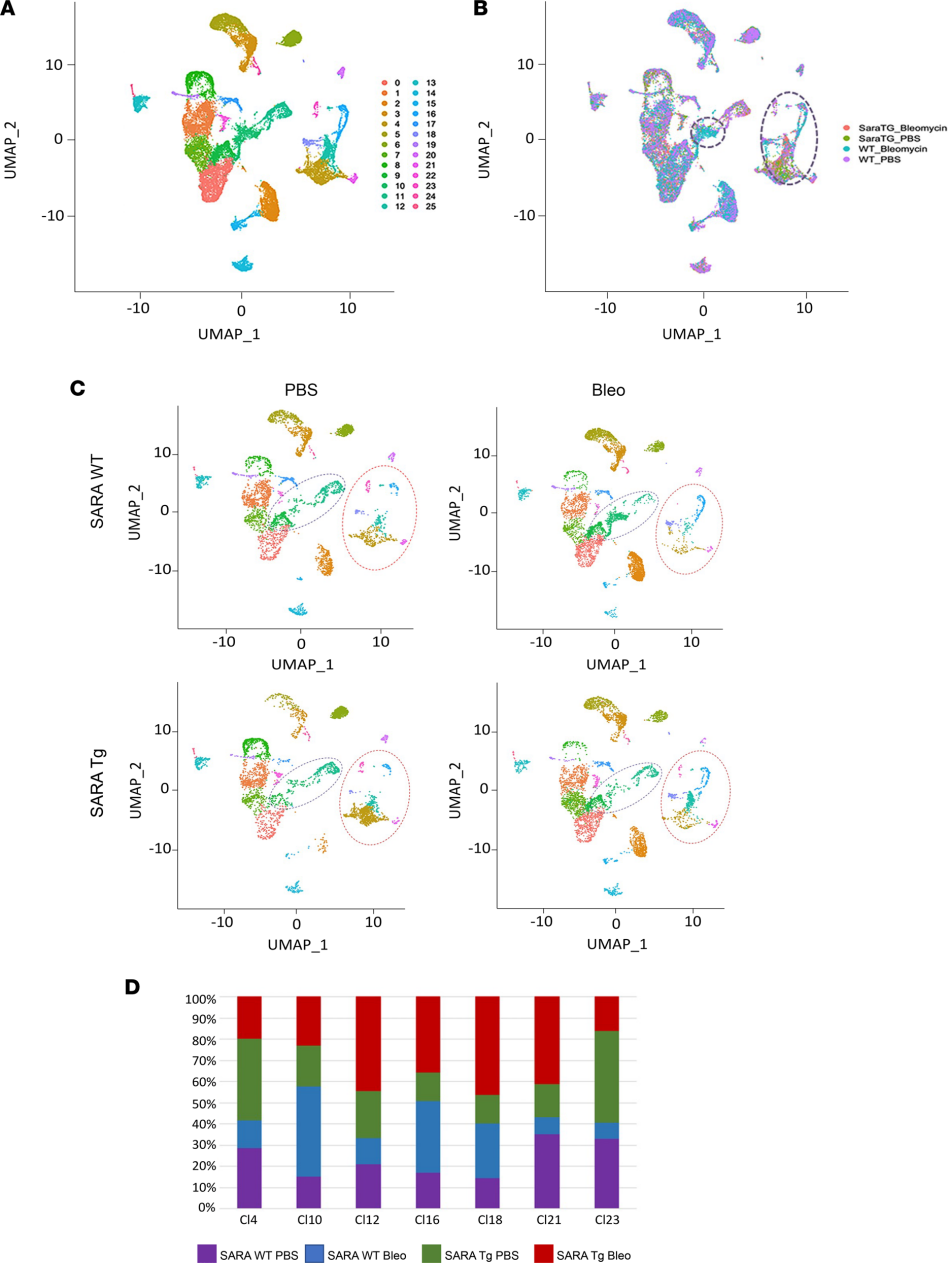
scRNA-Seq analysis of PDGFR-β^+^ cells and subcluster distribution. PDGFR-β^+^ cells isolated from *PDGFRb-Cre/GFP/SARATg* or *SARAWT* mouse skin were sorted by flow cytometry and subjected to scRNA-Seq. Representative UMAP plot of the 25 different clusters revealed by Seurat analysis conducted in R Studio, with all the experimental conditions together, is shown (**A**). Cluster distribution in all 4 experimental conditions together, each represented by different colors in the plot (**B**). Representative UMAP plots for each condition are also shown (**C**). The clusters that changed the most by experimental conditions are circled. The sample component of these clusters in the 4 different experimental conditions is represented in the bar plot in **D**. Representative plots from 3 independent experiments are shown.

**Figure 6:**
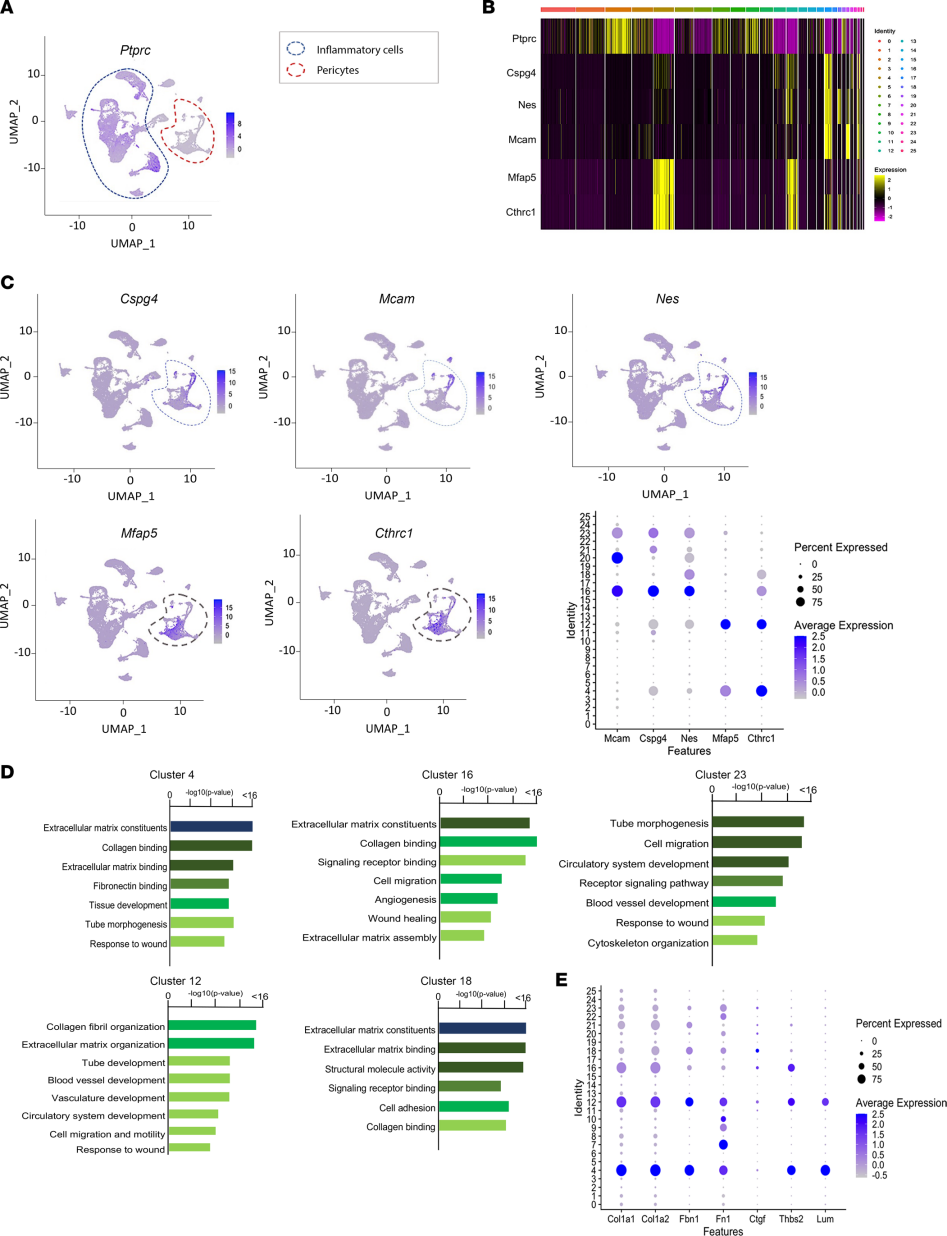
scRNA-Seq analysis on pericyte subclusters. Feature plot and cluster annotation following scRNA-Seq analysis, conducted with Seurat package in R Studio, is shown. Inflammatory cells and noninflammatory cells, annotated as pericytes, were detected based on the expression level of *Ptprc* gene, coding for the pan-leukocyte marker CD45 (**A**). Heatmap reporting the different gene expression profiles of the inflammatory cells and pericytes is shown (**B**). Feature plots and dot plots for pericyte cluster identification, based on the expression of canonical markers *Cspg4* coding for NG2, *Mcam* encoding for CD146, *Nestin*, and noncanonical markers *Mfap5* and *Cthrc1*, are shown (**C**). gProfiler pathway enrichment analysis based on the differentially expressed genes of the pericyte clusters 4, 12, 16, 18, and 23, and dot plot of profibrotic gene expression, *Col1a1*, Col1*a*2, *Fn1*, *Fbn1*, *Ctgf*, *Thbs2*, and *Lum*, are shown (**D** and **E**). Representative plots from 3 independent experiments are shown.

**Figure 7:**
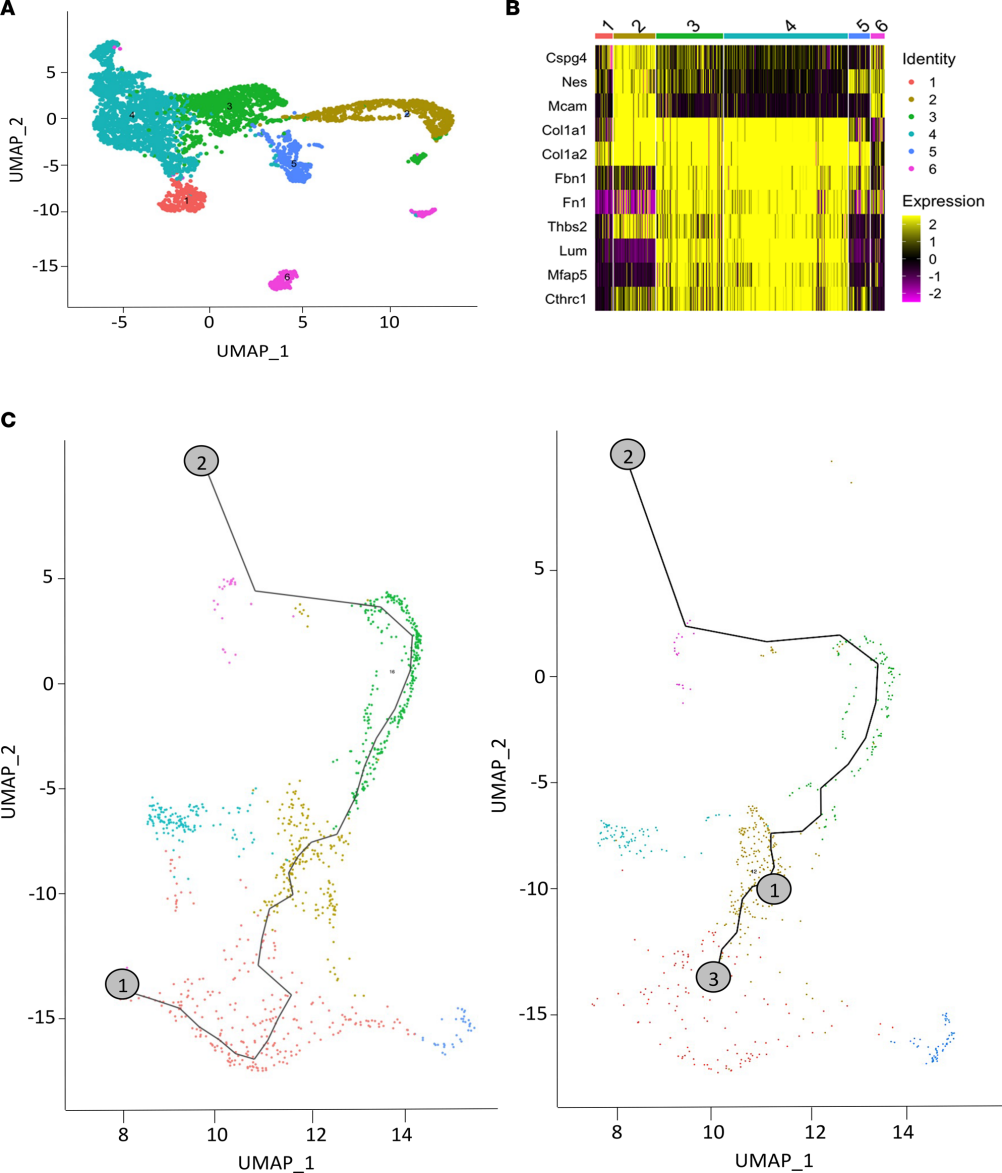
Trajectory inference analyses on pericyte subclusters. Reclustering of pericyte clusters (clusters 4, 12, 16, 18, 21, 23 in the original analyses) is shown (**A**). Heatmaps of the canonical markers and profibrotic markers in the pericyte clusters are shown (**B**). Trajectory inference analysis of the pericyte clusters between *SARAWT* and *SARATg* upon bleomycin treatment is shown (**C**). Representative plots from 3 independent experiments are shown.

**Figure 8:**
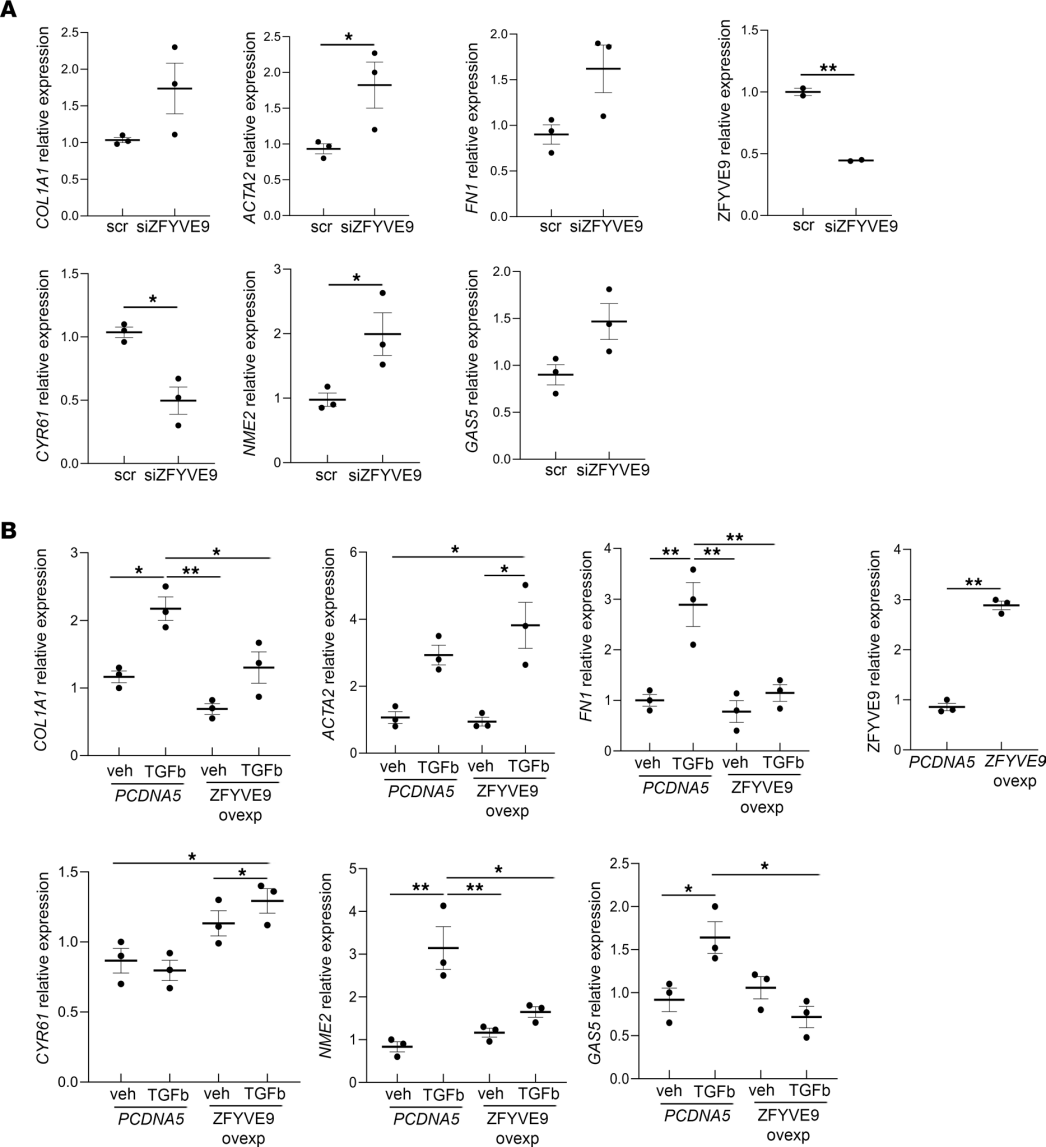
Effect of *SARA* downregulation and overexpression on human pericytes’ transdifferentiation. mRNA expression for profibrotic genes *COL1a1*, *ACTA2*, *FN1*, *NME2*, and *GAS5* and for antifibrotic gene *CYR61*, after downregulation of endogenous SARA (*ZFYVE9*) levels by siRNA assay, is shown (**A**). Summary of 3 independent experiments is shown. Mann-Whitney test: *P < 0.05, **P < 0.01. mRNA expression for profibrotic genes *COL1a1*, *ACTA2*, *FN1*, *NME2*, and *GAS5* and for antifibrotic gene *CYR61*, after overexpression of SARA (*ZFYVE9*) and upon 24-hour TGF-β treatment is shown (**B**). Summary of 3 independent experiments is shown. One-way ANOVA followed by Holm-Šídák multiple comparisons test: *P < 0.05, **P < 0.01. *ZFYVE9* gene expression downregulation and overexpression are shown in the figure. scr, scrambled siRNA; *PCDNA5*, TGF-β1 plasmid.

**Figure 9:**
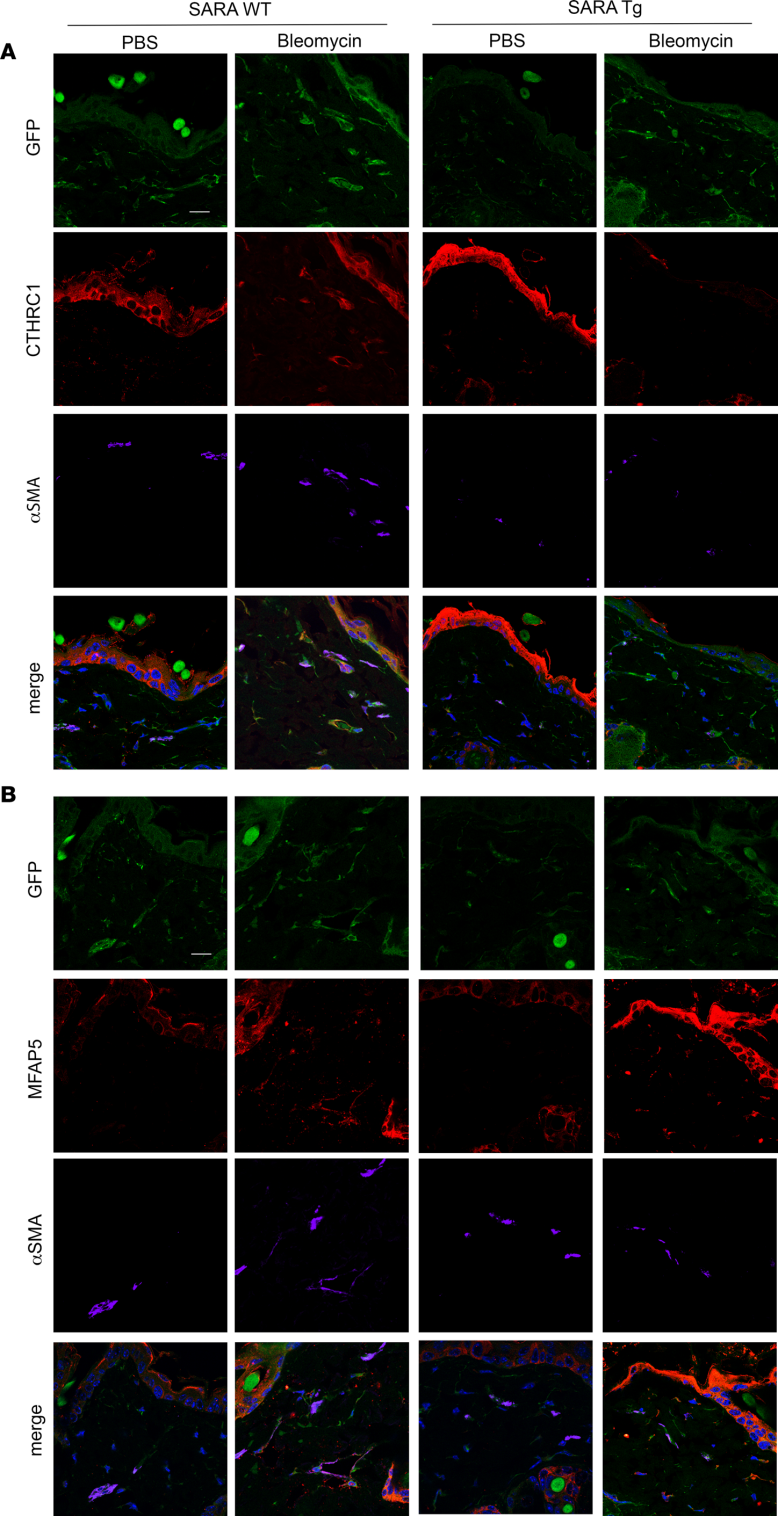
Effect of SARA on noncanonical pericyte transdifferentiation. Representative images of immunofluorescence staining on skin sections for noncanonical pericyte markers CTHRC1 (**A**) and MFAP5 (**B**) and myofibroblast marker α-SMA are shown. The arrowheads in the merged image indicate the CTHRC1/α-SMA^+^ and the MFAP5/α-SMA^+^ cells in the WT bleomycin-treated samples. Single channels and merged images are shown in the panel. Scale bar = 10 μm. Representative images from 3 independent experiments are shown. Negative control images are shown in Supplemental Figure 2B.

**Figure 10:**
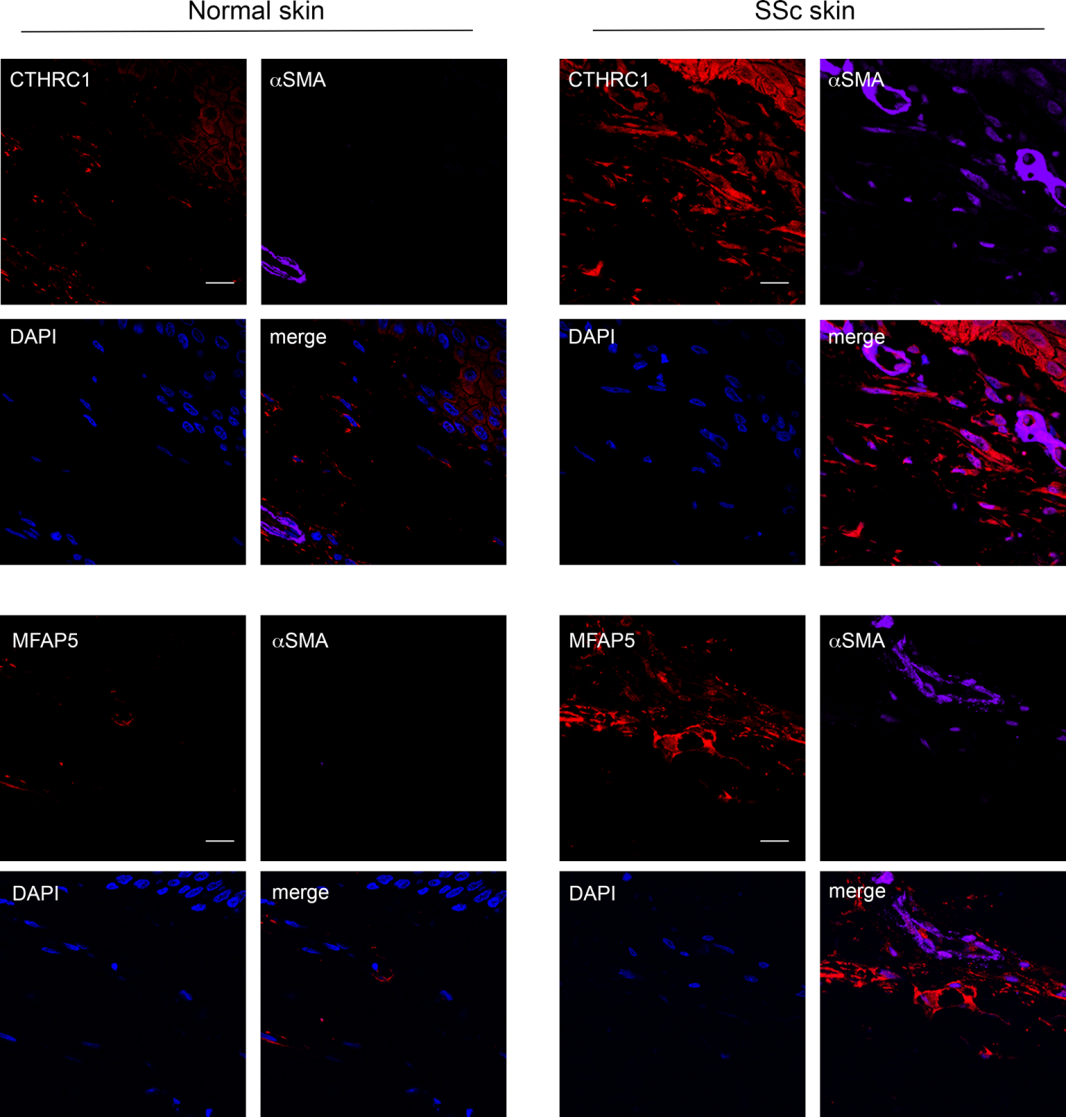
Colocalization of noncanonical pericyte markers and α-SMA in SSc patient skin. Representative images of immunofluorescence staining on normal (left) and SSc patient (right) skin sections for noncanonical pericyte marker CTHRC1 (red) and MFAP5 (red) and myofibroblast marker α-SMA (purple) are shown. Single channels and merged images are shown in the panel. Scale bar = 10 μm. Representative images from 3 independent experiments are shown. Negative control images are shown in Supplemental Figure 2B.

**Figure 11:**
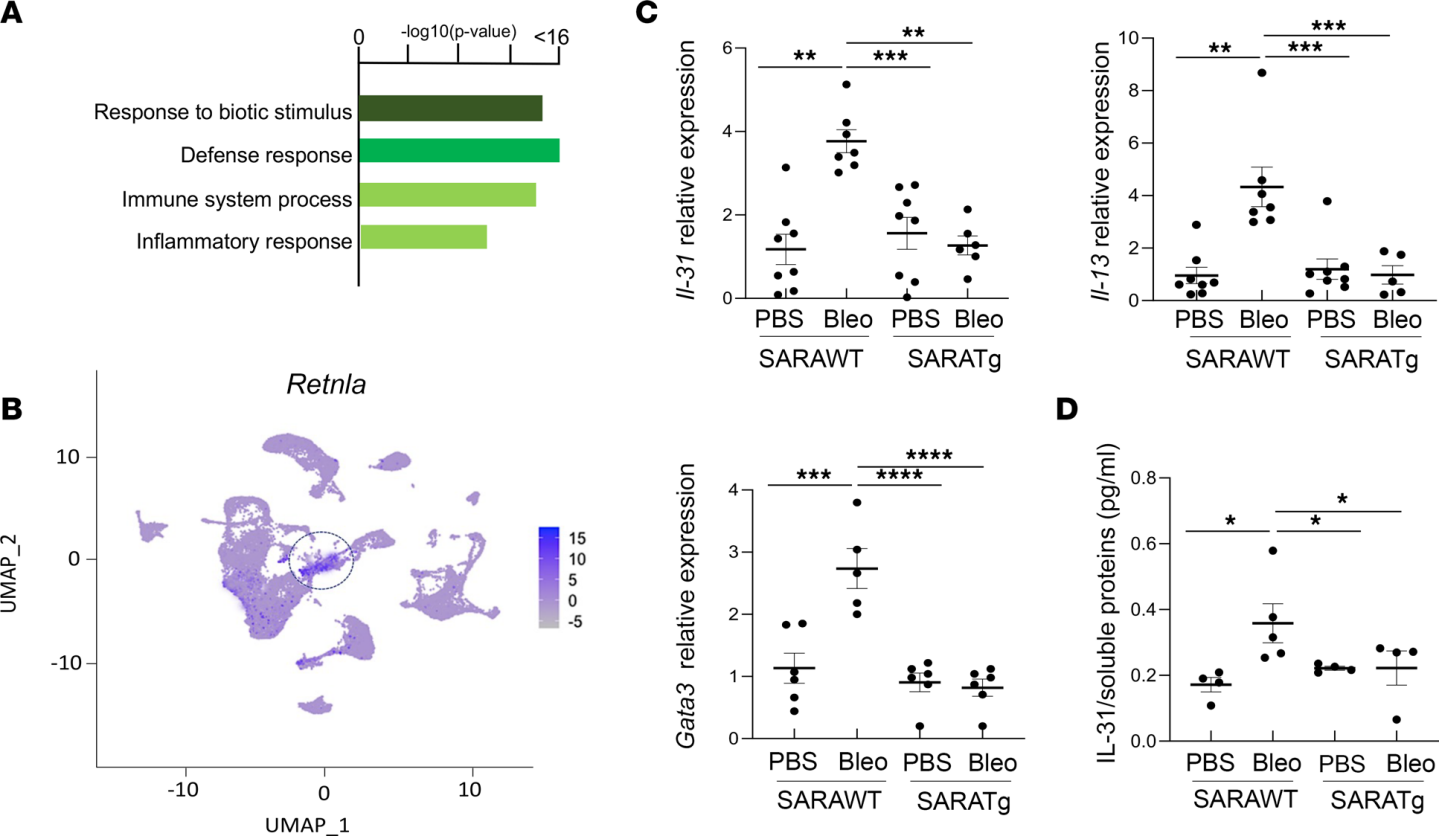
Th2 cell activation during fibrogenesis. gProfiler pathway enrichment analysis of cluster 10 is shown in **A**. Cluster 10, circled in the plot and enriched in cells in fibrotic animals, had the highest expression of *Retnla*, a downstream effector of IL-31 pathway, a well-known polarized Th2 cytokine (**B**). mRNA expression for *Il-31*, *Il-13*, and *Gata3* (**C**) and protein expression of IL-31 (**D**) evaluated by quantitative PCR and ELISA, respectively, are shown. Each dot represents the expression level from a different mouse. *SARAWT* mice *n* = 15 (PBS treated *n* = 8 and bleomycin treated *n* = 7) versus *SARATg* mice *n* = 15 (PBS treated *n* = 8 and bleomycin treated *n* = 6). One-way ANOVA followed by Holm-Šídák multiple comparisons test: *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

**Figure 12:**
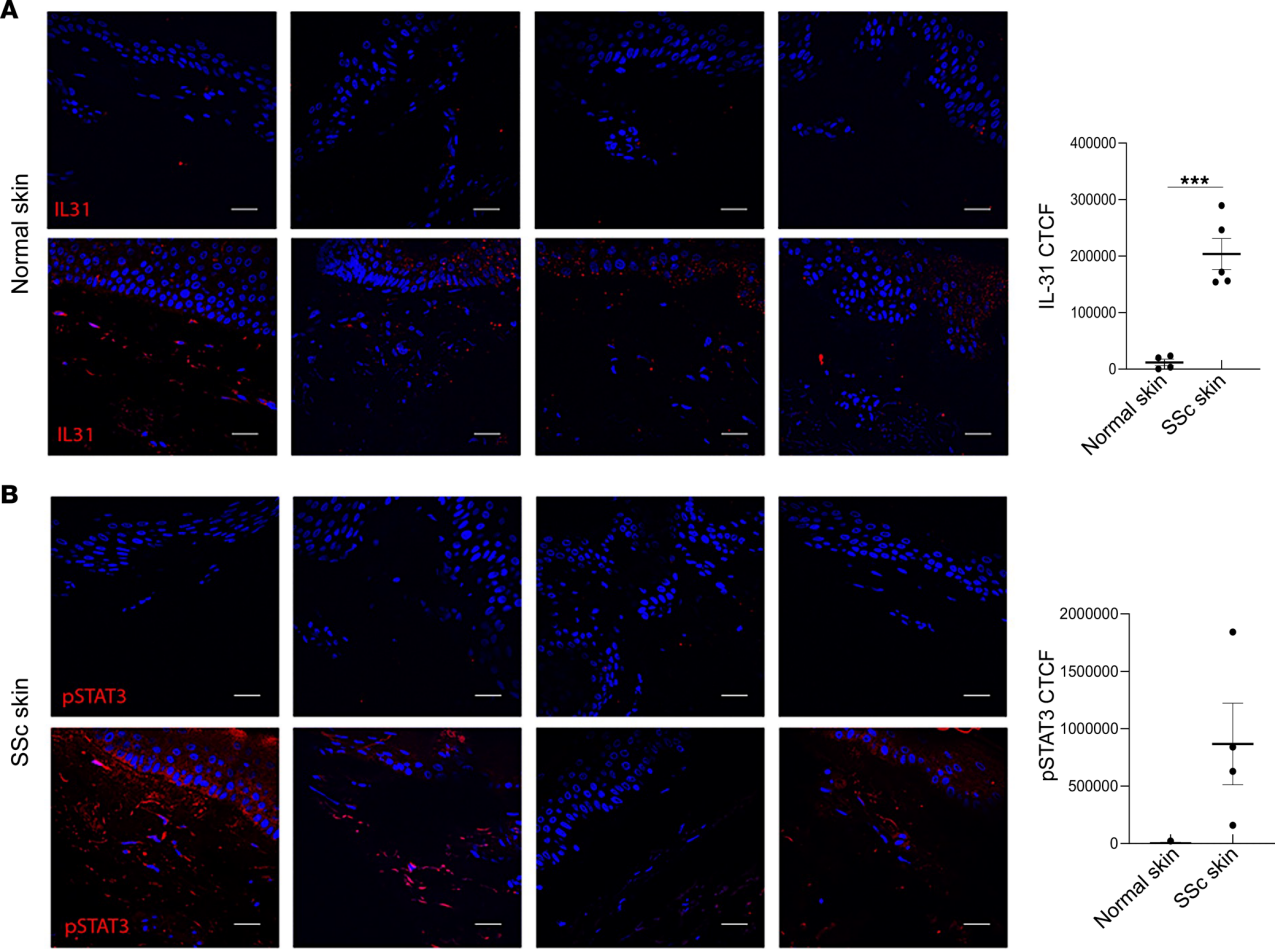
Th2 cell activation in SSc patient skin. Representative images of IL-31 (**A**) and p-STAT3 (**B**) in 4 different SSc skin biopsies, compared with normal skin, are shown. The CTCF quantification for IL-31 and p-STAT3 is shown in the graph. Nuclei were detected with DAPI and the merged snapshots are shown in the panel. Scale bar = 20 μm. SSc skin patients *n* = 4, healthy volunteer skin *n* = 4. Mann-Whitney test: ***P < 0.001.

**Figure 13:**
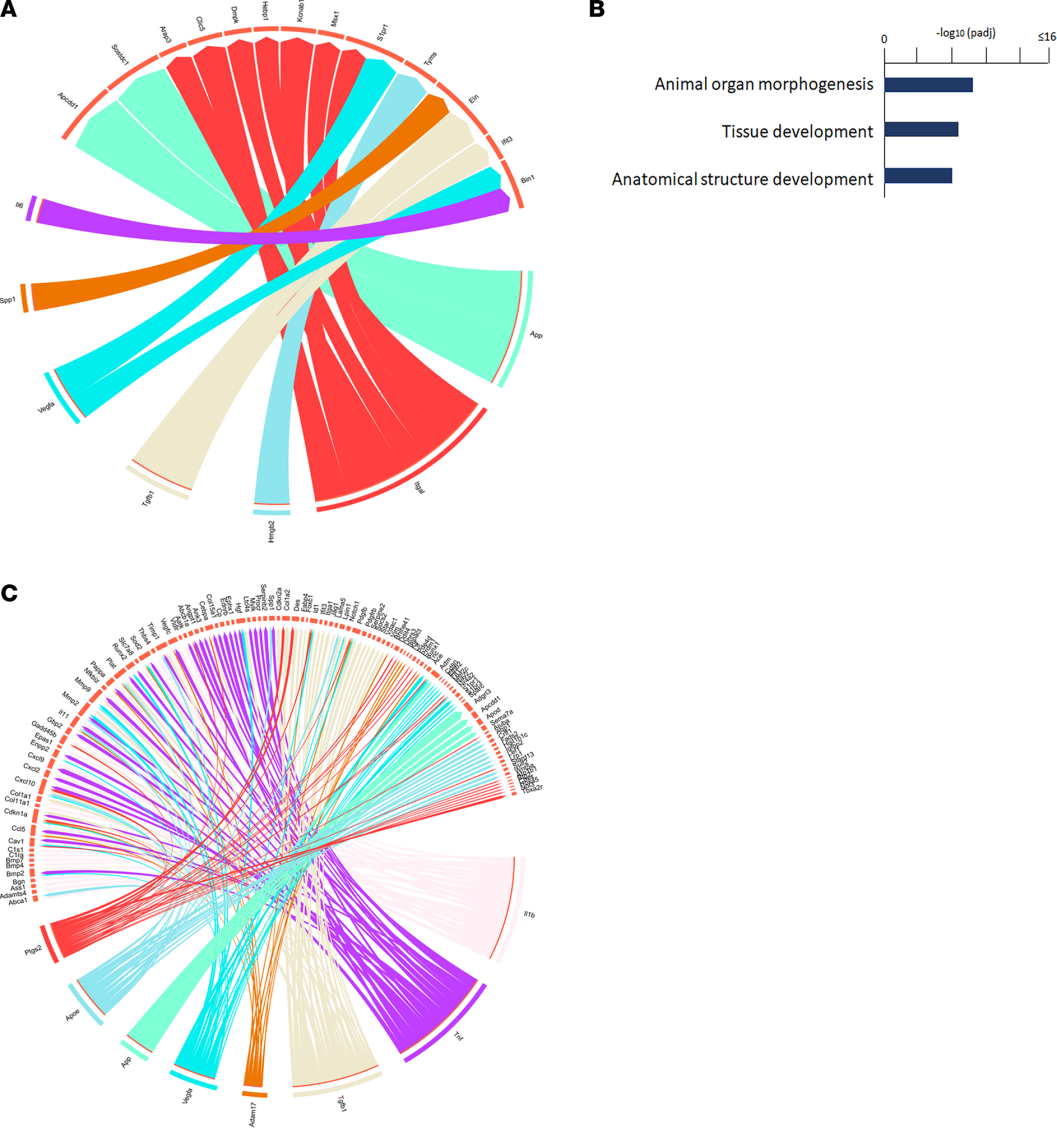
Crosstalk between pericytes and immune cells. Ligand-receptor *NicheNet* analysis in *SARAWT* bleomycin versus *SARAWT* PBS is shown. Ligands from cluster 10 are represented on the bottom of the plot, and target genes in cluster 12 (original analysis) are represented on the top of the plot (**A**). gProfiler pathway analysis of the target gene expression in cluster 12 is shown (**B**). Circos plot of the interaction between cluster 10 (sender) and cluster 12 (receiver) based on ligand-receptor *NicheNet* analysis in *SARATg* bleomycin versus *SARATg* PBS is shown. Ligands from cluster 10 are represented on the bottom of the plot, and target genes in cluster 12 are represented on the top of the plot (**C**). Representative plots from 3 independent experiments are shown.

**Figure 14:**
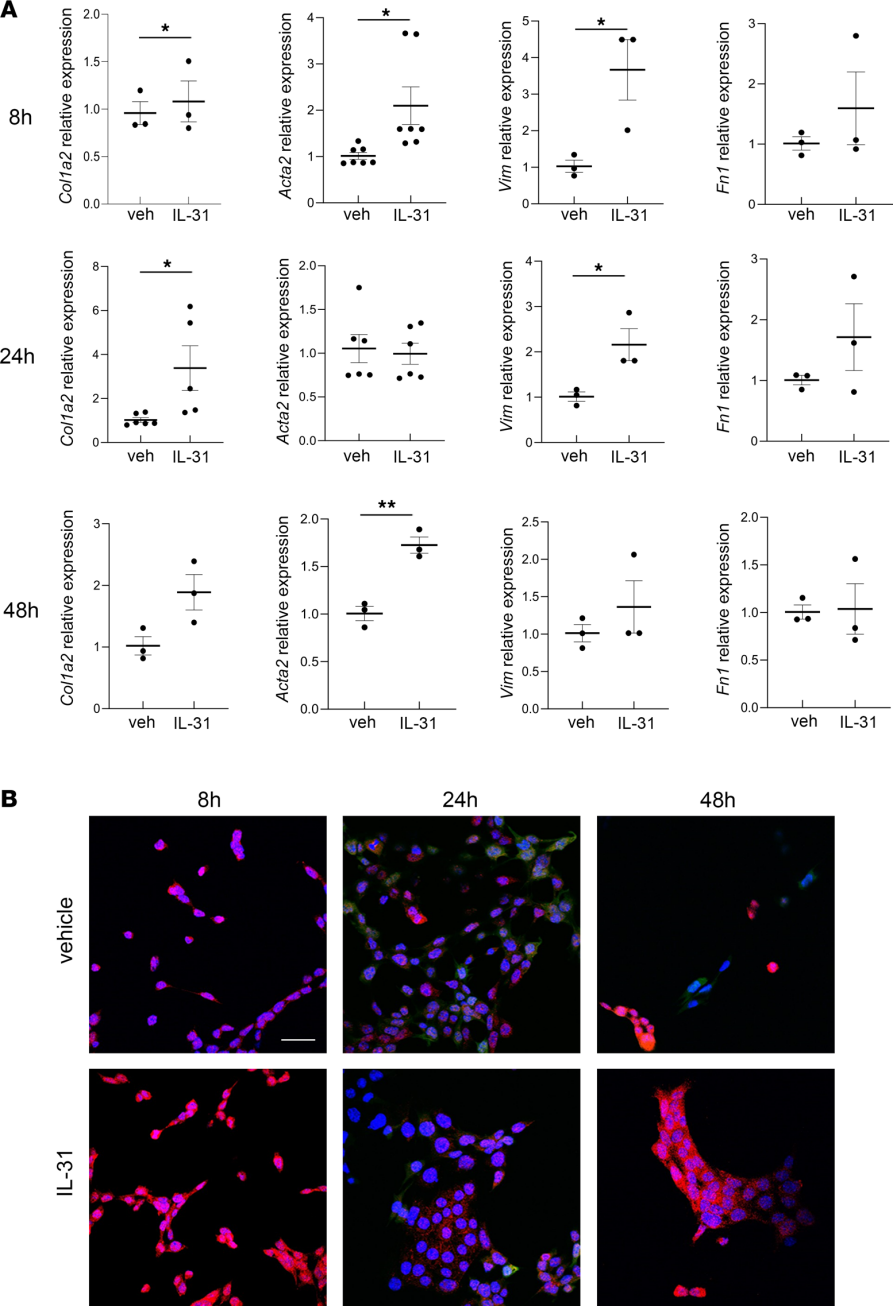
Effects of IL-31 treatment on mouse pericytes. mRNA expression for profibrotic genes *Col1a1*, *Acta2*, *Vim*, and *Fn* after 8 hours, 24 hours, and 48 hours of 50 ng/mL IL-31 treatment, are shown (**A**). Mann-Whitney test: *P < 0.05, **P < 0.01. Representative images of immunofluorescence staining on mouse pericytes for α-SMA after 8 hours, 24 hours, and 48 hours of 50 ng/mL IL-31 stimulation are shown (**B**). Nuclei were detected with DAPI and the merged snapshots are shown in the panel. Scale bar = 20 μm. Representative image and summary from 3 independent experiments are shown.

**Figure 15:**
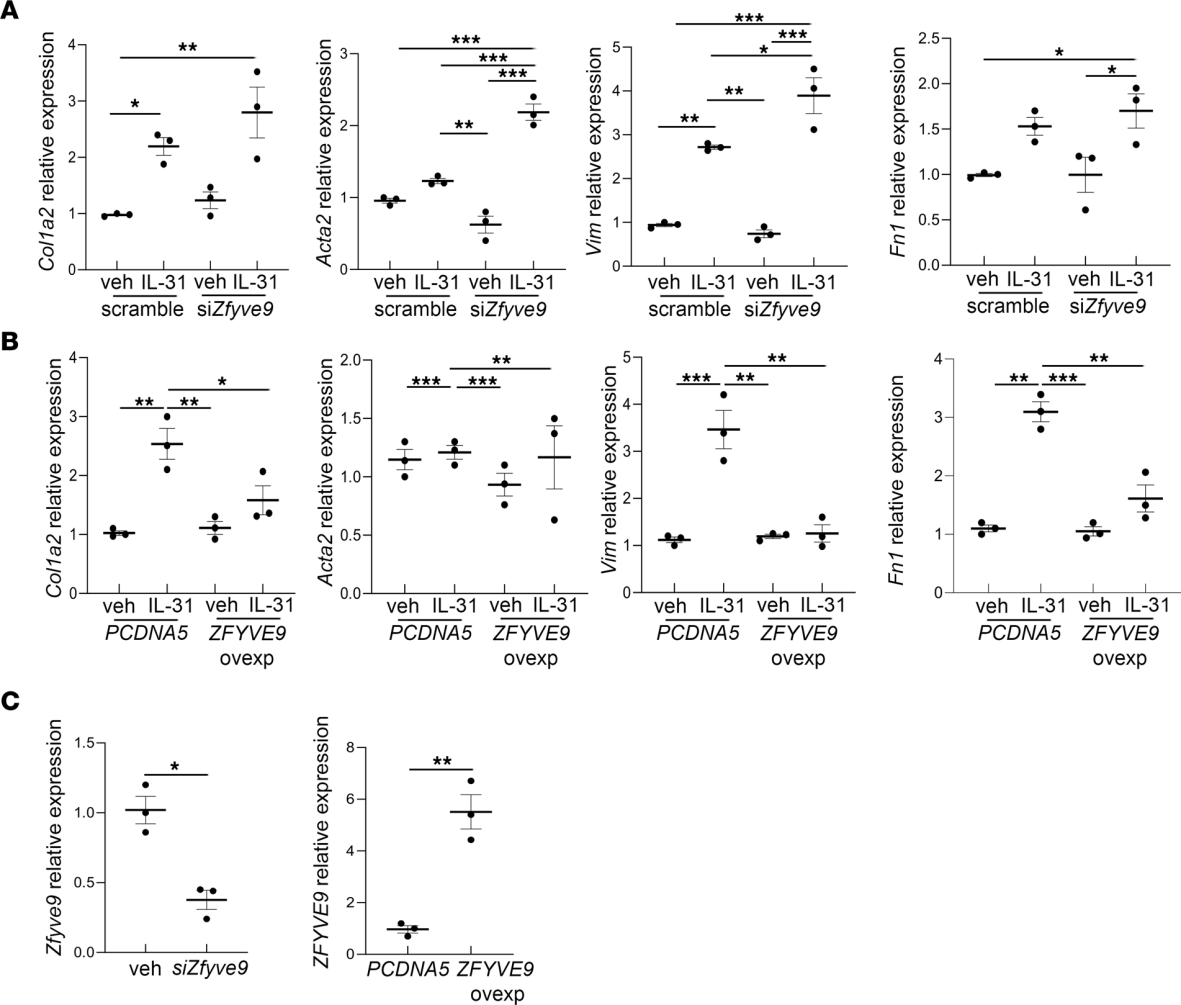
Effect of *SARA* downregulation and overexpression on IL-31 activity in mouse pericytes’ transdifferentiation. mRNA expression for profibrotic genes *Col1a1*, *Acta2*, *Vim*, and *Fn1*, after downregulation of endogenous SARA (*Zfyve9*) levels by siRNA assay and after 24-hour IL-31 stimulation, is shown (**A**). Summary of 3 independent experiments is shown. One-way ANOVA followed by Holm-Šídák multiple comparisons test: *P < 0.05, **P < 0.01, and ***P < 0.001. mRNA expression for profibrotic genes *Col1a1*, *Acta2*, *Vim*, and *Fn1*, after overexpression of SARA (*ZFYVE9*) and upon 24-hour IL-31 treatment, is shown (**B**). *Zfyve9* gene expression downregulation and *ZFYVE9* overexpression are shown (**C**). Summary of 3 independent experiments is shown. One-way ANOVA followed by Holm-Šídák multiple comparisons test: *P < 0.05, **P < 0.01, and ***P < 0.001.

**Figure 16:**
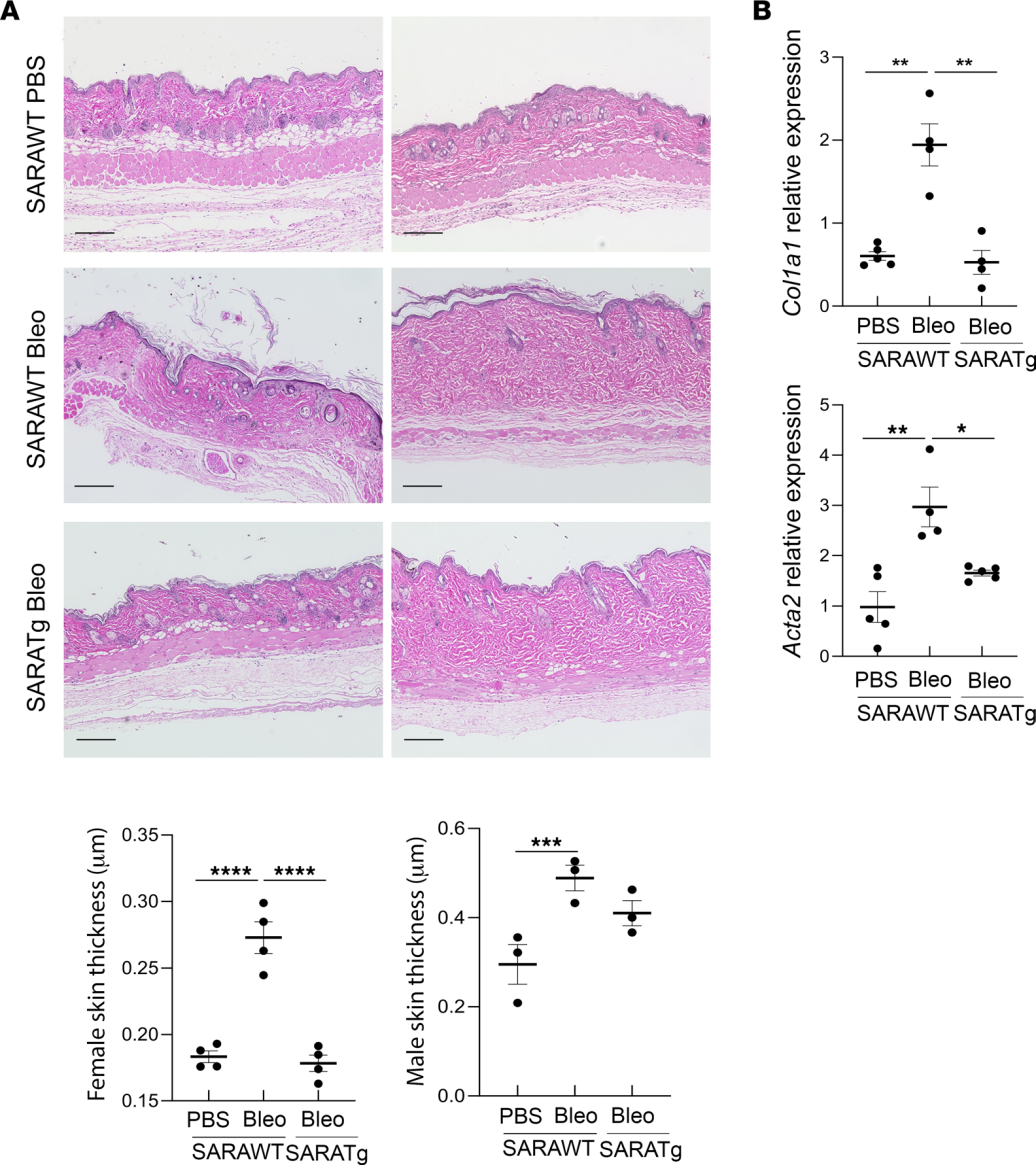
Effects of pericyte-specific inducible *SARA* overexpression on skin fibrosis. Representative images of H&E staining and dermal thickness measurement from female and male skin of tamoxifen-inducible Cre animal model, *PDGFRb-CreERT2/GFP/SARATg* or *WT*, subjected to PBS or bleomycin are shown. (**A**). Each dot represents the expression level from a different mouse. mRNA expression for profibrotic gene *Col1a1* and for activated myofibroblast marker *Acta2* in skin tissue evaluated by quantitative PCR is shown (**B**). Each dot represents the expression level from a different mouse. *SARAWT* animals *n* = 14 (PBS treated *n* = 7 and bleomycin treated *n* = 7) versus *SARATg* mice *n* = 7 (bleomycin treated *n* = 7). One-way ANOVA followed by Tukey’s multiple comparisons test: *P < 0.05, **P < 0.01, ***P < 0.001, and ****P < 0.0001.

**Table 4:**
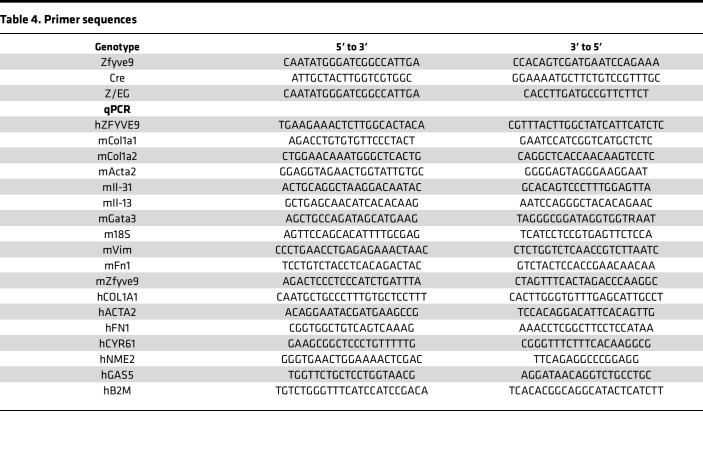
Primer sequences

**Table 3:**
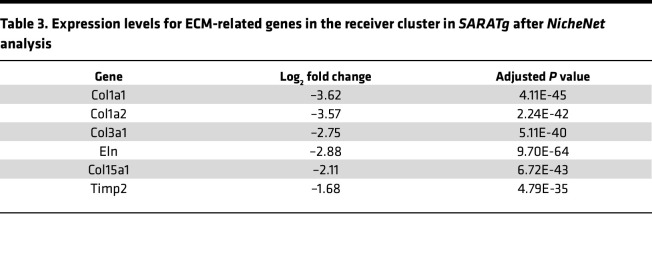
Expression levels for ECM-related genes in the receiver cluster in *SARATg* after *NicheNet* analysis

**Table 2:**
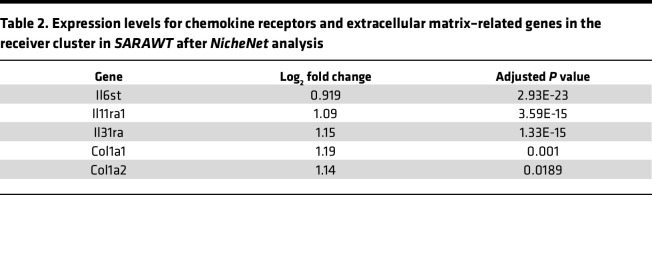
Expression levels for chemokine receptors and extracellular matrix–related genes in the receiver cluster in *SARAWT* after *NicheNet* analysis

**Table 1:**
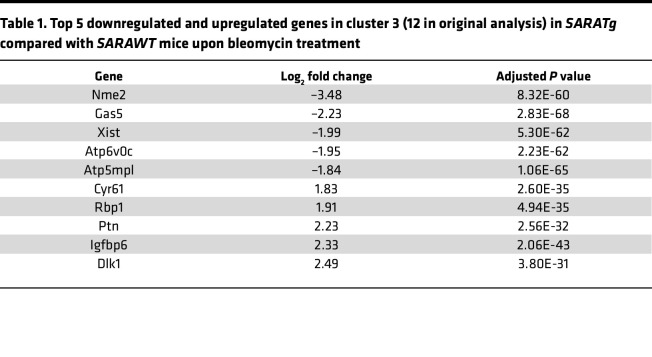
Top 5 downregulated and upregulated genes in cluster 3 (12 in original analysis) in *SARATg* compared with *SARAWT* mice upon bleomycin treatment

How the deposited data were processed for this re-analysis (not part of the article)

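Droplet-based single-cell RNA sequencing (10x Genomics 3′ v3) was measured in 8 skin libraries and 9 kidney libraries. The skin libraries came from SARAWT mice given PBS (3) or bleomycin (3) and SARATg mice given PBS (1) or bleomycin (1). The kidney libraries came from an experiment with aristolochic acid that the paper does not report, so their values are in the closing section. The deposited counts are whole numbers of UMIs per gene and cell barcode, which the authors made with Cell Ranger (version 4.0.0, 3.1.0 or 3.0.2 by the file headers) with cell barcodes already called and no normalization. The genome build is not stated in the deposited data. Positions are given on GRCm38 with GENCODE vM21, which holds 605 of the 647 genes listed in the shorter gene list alone.

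All further values were computed from these counts. Genes of the 2 lists were joined by Ensembl identifier (30406 shared, of which 597 have another symbol in each list). Cells needed at least 200 genes and at most 20% mitochondrial UMIs, and predicted doublets (scrublet score in scanpy 1.11.5) were left out at 0.8% per 1000 cells. Seurat 5.3.0 in R 4.3.3 clustered the cells of each tissue after log normalization, with 2000 variable genes, 30 principal components, RPCA integration and resolution 0.8. Genes listed beforehand for testing were kept out of the variable genes. Clusters were named from fixed marker lists, where a marker counts with at least 20 CPM and a fold of at least 3 over the median of the other clusters (10 CPM added on both sides), and a name needs 3 markers. Cells of noncanonical clusters with UMIs of at least 2 melanocyte markers were set apart.

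UMIs were summed per library and class, and a library entered a fit with at least 10 cells of the class. The sums were tested with edgeR 4.0.16 (filterByExpr, TMM, quasi-likelihood F test, two-sided) at an adjusted p of 0.05, and with DESeq2 1.42.0 as an alternative. SARAWT bleomycin was compared with SARAWT PBS in noncanonical pericytes, canonical pericytes and the Retnla-high cluster. In a fit of 4 groups with the gene list as a covariate, SARATg was compared with SARAWT after bleomycin, SARATg bleomycin with SARATg PBS, and the bleomycin effect between genotypes. Shares of cells were compared with exact permutation tests over libraries (20 assignments for 3 against 3), and profibrotic genes with an exact sign-flip test over libraries. Replicate numbers in the labels give the blocks of the paired fits. After the group means were taken out, noncanonical pericytes of SARAWT libraries with the same number were correlated in each of the 3 pairs (r = 0.189, 0.228 and 0.354) and those with another number less so (-0.257 to 0.0460), so the numbers pair the libraries of this class. In the Retnla-high cluster the 3 pairs had r = 0.176, 0.0950 and 0.414. Pairs there with another number but the same gene list had r = 0.138 and 0.081, so pairing by number is not set apart from the gene list. Libraries with the same number also share the gene list. Each fit was also tested on simulated data with 200 genes changed by a log2 fold of 2. In SARAWT noncanonical pericytes 73.5% of these were recovered, with 9.30% false calls, and for the difference in bleomycin effect 4.00% were recovered, with 55.6% false calls.

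Genes named in the text are those the paper names for its single-cell data, Zfyve9, sex-linked genes, and for each test up to 5 genes per direction with the largest change among those past the threshold, without overlap between the groups and with a mean of at least 10 CPM. By this rule the comparison of the 2 SARATg libraries names Hist1h1b, Hmmr, Dlk1, Ereg and Tk1 as higher with bleomycin and Kcnj8, Serpina3c, C7, Cxcl13 and Opcml as lower. Alternatives covered the test, the filter on low counts, each library left out in turn, the replicate block, the gene list, the filter on cells (at least 500 genes and at most 10% mitochondrial UMIs), doublets, integration, resolution and the cells that stand for the class.

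The total per skin library ranged from 3355217 to 69765525 UMIs. In SARAWT PBS 2, the smallest, 776 cells were kept, so its canonical pericytes, 1.55% of its cells, are 12 cells. Pathway enrichment and ligand activities were not computed, because their databases or models are not part of the deposited data. Trajectories were not computed either. Further tools were Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and limma 3.58.1 and Matrix 1.6.5 in R.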

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

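In this part, the test on Cartpt was set before its result was seen, and the tests on Zfyve9 and on the human ZFYVE9 entry were chosen only after the result was seen.

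The difference in bleomycin effect between SARATg and SARAWT noncanonical pericytes passed the threshold for 1 of 13124 genes, Cartpt, with a log2 difference of 15.28 (standard error 1.06, edgeR adjusted p = 0.0487). At an unadjusted p under 0.05 there were 1275 genes. Cartpt had 811 UMIs in the library labelled SARAWT PBS 3 and 474 in the SARATg bleomycin library, and 0 in the SARAWT bleomycin libraries. A small group of cells in 1 library may explain it, since 1.15% of the noncanonical cells of the library labelled SARAWT PBS 3 (4 cells) held its 811 UMIs, and 1 cell held 279. Without that library the log2 difference was 8.73 (adjusted p = 0.246) and without SARAWT bleomycin library 3 it was 8.80 (adjusted p = 0.160), both no longer past the threshold. Over the alternatives set beforehand adjusted p ranged from 8.8e-34 to 0.779. With 0 UMIs in each SARAWT bleomycin library the fitted difference is no bound. No biological explanation was tested.

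A human ZFYVE9 entry, the species of the transgene, had 839 CPM in the library labelled SARAWT PBS 1 and lower levels in the 3 other libraries whose gene list holds it, although their label gives no SARA overexpression. Barcodes shared between libraries argue little for it, because barcodes of that library found in no other library had 877 CPM. Reads of mouse Zfyve9 counted on the human entry are argued against by the ratio of the 2 entries, which differed between macrophages and keratinocytes by a factor of 3.66 or more in the 4 libraries. Free RNA stays open, since UMIs of the entry per cell in macrophages were between 0.900 and 3.28 times those in noncanonical pericytes, alike in the library with the lowest ratio, labelled SARAWT PBS 1. A wrong genotype label or transgene activity without recombination also stays open. The entry in neutrophils was 7.43 times that in noncanonical pericytes of the library labelled SARAWT PBS 1, as Zfyve9 in the SARATg libraries (4.98 and 12.3), but at least 4.07 times in the 3 other libraries too, and free RNA would raise this ratio in cells with little RNA. No SARATg library was counted on a list with this entry.

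In the kidney, Zfyve9 had 159 CPM in the library labelled SARAWT aristolochic acid 1, against 12.4 and 12.8 CPM in the other SARAWT aristolochic acid libraries. It had 99.3 and 93.9 CPM in the SARATg vehicle libraries, above 9.66 to 31.4 CPM in SARAWT vehicle libraries, the direction that their label gives. The library labelled SARATg aristolochic acid 1 had 19.7 CPM. An exchange of the labels of SARAWT aristolochic acid 1 and SARATg aristolochic acid 1 is a candidate explanation, since Zfyve9 in T cells was 48.2 CPM in the first and 0.120 CPM in the second, against 43.6 and 31.8 CPM in SARATg vehicle libraries. Another wrong label remains open.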

How the results depend on the processing

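The alternatives were set before the data were examined, except those with the longer gene list alone, the cluster with the highest Cthrc1, melanocyte cells kept in and shared barcodes left out, which were chosen after seeing the data.

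Over the tests of classes and shares, 129 alternatives kept the direction and side of the threshold (for counts, stayed within 1.5 times), 67 counts moved, 5 values reversed and 1 became weaker. Over the genes named, 510 kept both, 30 became stronger, 59 weaker, 1 moved and 14 reversed. Shares of noncanonical pericytes (-12.7 to -5.67 percentage points without 1 library), canonical pericytes (-0.930 to -0.436), endothelial cells (-1.34 to -0.959) and keratinocytes (-3.61 to -1.47) kept their direction under each alternative run. The profibrotic ratio was 4.48 to 5.09 without 1 library and 4.09 with 10 CPM added. It fell past its threshold only with the stricter cell filter (4.46), which leaves 5 libraries, too few to pass. The share of the Retnla-high cluster (-0.155) reversed without SARAWT bleomycin replicate 3 (0.130), without the library labelled SARAWT PBS 3 (0.0082, lowest of leaving 1 out -0.397), with no integration (1.84), resolution 0.4 (4.80) and shared barcodes left out (0.230). The cause was not tested.

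Genes past the threshold in SARAWT noncanonical pericytes were 0 (edgeR, 2280 at an unadjusted p under 0.05). They were 664 with DESeq2, 806 with no filter on low counts, 380 with the replicate block, 37 with the reference version as a covariate, 10 with the stricter cell filter, 23 with no integration and 0 to 49 without 1 library, the most without the library labelled SARAWT PBS 3. Added settings gave 2 (longer gene list), 28 (highest Cthrc1), 10 (melanocyte cells kept in) and 8 (shared barcodes left out). In canonical pericytes the count of 1 became 32, 122, 83 and 19 with the same first 4 settings, 0 with doublets kept, 1 to 44 without 1 library (44 without SARAWT bleomycin replicate 2), 27 with the longer gene list and 44 with shared barcodes left out, where each of these last 3 leaves 1 bleomycin library in the fit. In the Retnla-high cluster the count of 4 became 95, 287, 178 and 142 with these 4 settings, 1 with doublets kept, 83 with the longer gene list and 0 to 44 without 1 library (44 without SARAWT bleomycin replicate 3, 0 without the library labelled SARAWT PBS 1). With the replicate block, Col1a2, Il11ra1 and Lgals1 of noncanonical pericytes also passed, and among the other genes and shares named it changed no call. The cause was not tested.

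For SARATg against SARAWT after bleomycin, 0 genes (edgeR, 721 at an unadjusted p under 0.05) became 32 with DESeq2, 291 with no filter on low counts and 24 in the cluster with the highest Mfap5. For SARATg bleomycin against SARATg PBS, 691 became 1486 with DESeq2, 2212 with no filter, 303 with no reference version covariate, 0 with genes joined by symbol, 296 in the cluster with the highest Mfap5, 35 in that with the highest Cthrc1, 301 with the stricter cell filter, 191 with no integration, 236 with shared barcodes left out, and 388 (without the library labelled SARAWT PBS 3) to 1563 (without the library labelled SARAWT PBS 1). For the difference in bleomycin effect, 1 became 129 with DESeq2, 667 with no filter, 49 in the cluster with the highest Mfap5, 2 with doublets kept, and 0 (without the library labelled SARAWT PBS 3 or without SARAWT bleomycin replicate 3) to 10 (without the library labelled SARAWT PBS 1). It became 0 with no reference version covariate, genes joined by symbol, melanocyte cells kept in, the stricter cell filter, no integration and shared barcodes left out. The cause was not tested.

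In the cluster with the highest Mfap5, fitted without SARAWT bleomycin replicate 3 (1 cell), log2 fold changes reversed for Cthrc1 (-0.68) and Il11ra1 (0.17) in SARAWT mice, Nme2 (0.85) and Atp6v0c (0.07) between genotypes after bleomycin, Col1a1 (0.14) and Col3a1 (0.20) in SARATg mice, and Col1a1 in the difference of effects (0.11). Between genotypes, Nme2 also reversed without SARAWT bleomycin replicate 1 (0.03, lowest of leaving 1 out -0.34), Xist (3.02) and Atp5mpl (-0.10) in the cluster with the highest Cthrc1, and Atp5mpl with no reference version covariate (-0.08). With genes joined by symbol, Atp5mpl (-13.62) and Ccn1 (-13.33) reversed because each carries another symbol in each list. C4b in the Retnla-high cluster reversed at resolution 0.4 (-0.63). For the others the cause was not tested.

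In the kidney, 0 genes of the mesenchymal class passed between SARAWT aristolochic acid and vehicle (edgeR, 219 at an unadjusted p under 0.05, DESeq2 0), with 1 aristolochic acid library in the fit, labelled SARAWT aristolochic acid 1, whose Zfyve9 goes against its label, and assumed to vary like the vehicle libraries. The count was 127 with no filter on low counts and 0 to 209 without 1 library (209 without SARAWT vehicle replicate 3). No paired analysis was possible because only 1 aristolochic acid library had enough cells of this class. That comparison could also not be fitted without SARAWT aristolochic acid replicate 1, nor that of canonical pericytes with the stricter cell filter. The UMIs summed per library limit which genes can be tested, with 1355 genes past the filter in canonical pericytes (46314 to 341863 UMIs) and 10346 in noncanonical pericytes (772539 to 9176362 UMIs).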

Differences from the paper's values

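Values of the paper's tables were read by eye. The paper's text does not state what was tested behind its single-cell tables, and here libraries were tested. A setting counts as reaching the paper's value, or falling within the errors, where the difference is at most 1 standard error of its own fit. Of the values below that differ by more, those for Xist, Il11ra1, Col1a1, Col1a2, Col3a1, Col15a1 and Timp2 differ by less than 2 standard errors.

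For SARATg over SARAWT after bleomycin (Table 1), the log2 fold change of Nme2 was -0.19, where the paper gives about -3.5 in Table 1, read by eye. Of the alternatives set before the data were examined, no reference version covariate (-6.29) and genes joined by symbol (-6.29) fall within the errors, and the 15 others do not. For Xist it was -1.0 and the paper's about -2.0 in Table 1, read by eye. Leaving out the library labelled SARAWT PBS 3 (-1.92), the cluster with the highest Mfap5 (-3.07), the stricter cell filter (-1.27) and doublets kept (-1.36) reach it, and the 12 others do not. Atp6v0c was -0.60 (the paper's about -2.0 in Table 1, read by eye), Atp5mpl 0.17 (the paper's about -1.8 in Table 1, read by eye), Ccn1 0.09 (the paper's about 1.8 in Table 1, read by eye) and Igfbp6 0.53 (the paper's about 2.3 in Table 1, read by eye), and none of the alternatives set beforehand reaches these 4. Dlk1 was 3.81 (the paper's about 2.5 in Table 1, read by eye), reached with its error in the cluster with the highest Mfap5 (3.86) and in none of the 16 others. DESeq2 and the fit with no filter on low counts call Dlk1, and the latter calls Ptn. Gas5, which the paper lists at about -2.2 in Table 1, read by eye, could be compared only with genes joined by symbol, which counts it as 0 in the shorter list (-14.52).

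For SARAWT bleomycin and PBS (Table 2), the paper's values for Il6st, Col1a1 and Col1a2 have the size of those here in the direction of PBS over bleomycin. Il11ra1 was -1.46 for bleomycin over PBS, that is 1.46 for PBS over bleomycin, where the paper gives about 1.1 in Table 2, read by eye. Leaving out SARAWT PBS replicate 2 (1.35) or SARAWT bleomycin replicate 3 (1.31) reaches it, and the 14 other alternatives do not. Il31ra, about 1.2 in Table 2, read by eye, was not tested after the filter on low counts. DESeq2 (-3.01 for bleomycin over PBS) and no filter on low counts (-2.98) call it. DESeq2 calls Col1a1, Col1a2, Il6st and Il11ra1, no filter on low counts and the replicate block call Col1a2 and Il11ra1, and no filter calls Il6st, all lower with bleomycin. The cluster with the highest Cthrc1, a setting chosen after seeing the data, also calls Il11ra1 (-2.31).

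For SARATg bleomycin over SARATg PBS (Table 3), Col1a1 was -4.41 (the paper's about -3.6 in Table 3, read by eye), reached with their errors by no filter on low counts (-4.37) and without SARAWT PBS replicate 2 (-4.38) and not by the 15 others. Col1a2 was -4.50 (the paper's about -3.6 in Table 3, read by eye), Eln -5.31 (the paper's about -2.9 in Table 3, read by eye) and Col15a1 -3.01 (the paper's about -2.1 in Table 3, read by eye), which none of the alternatives set beforehand reaches. Col3a1 was -3.37 (the paper's about -2.8 in Table 3, read by eye). No filter on low counts, leaving out SARAWT PBS replicate 2, the library labelled SARAWT PBS 3 or SARAWT bleomycin replicate 3, no reference version covariate, genes joined by symbol and no integration reach it with their errors, and the 10 others do not. Timp2 was -2.31 (the paper's about -1.7 in Table 3, read by eye), reached through larger standard errors without the library labelled SARAWT PBS 3 (-2.32, standard error 0.62) or SARAWT bleomycin replicate 3 (-2.27, standard error 0.63) and not by the 15 others. Timp2, at an adjusted p of 0.0507, is called by DESeq2, with no filter on low counts, without the library labelled SARAWT PBS 1 and without SARAWT bleomycin replicate 2.

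The paper states that Col1a1 and Col1a2 rise in its cluster 12 of SARAWT mice after bleomycin. Here both were lower in the whole noncanonical class (-1.13 and -1.20), though not past the threshold. Over the alternatives set beforehand Col1a1 stayed between -1.37 and -0.19. The paper states that endothelial cells and keratinocytes do not change. Here their shares of all cells were lower in each SARAWT bleomycin library than in each PBS library. Means were 0.680% against 1.78% and 1.53% against 4.33% (two-sided exact permutation p = 0.1 for each, the smallest possible). Ptprc-negative cells as a whole were also lower, with means of 16.7% against 29.6%. Shares among them were not tested for these 2 cell types, so a change relative to other Ptprc-negative cells stays open. The paper states that clusters 4 and 12 are preserved in SARATg mice. The clusters here need not be the same. With PBS and bleomycin (1 library each) the noncanonical class was 21.0% and 8.74% of all SARATg cells, but 47.7% and 42.5% of the Ptprc-negative cells. Of all SARATg cells, its cluster with the highest Cthrc1 was 1.09% and 6.26%, and its largest cluster in SARATg PBS 15.6% and 0.626%. The paper states that canonical pericytes increase, and here their share changed by -0.694 percentage points in SARAWT mice (two-sided exact permutation p = 0.2). It states that the Retnla cluster grows with bleomycin in SARAWT mice, and here its share changed by -0.155 percentage points, while resolution 0.4 (4.80) and no integration (1.84) give a rise.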

Other observations

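In this part, the tests on Atp6v0c in the kidney and on the classes of shared barcodes were set before their results were seen, and the others were chosen only after the result was seen.

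Mouse Zfyve9 had 614 CPM in the library labelled SARAWT PBS 3, above both SARATg libraries (314 and 223 CPM) and the other SARAWT libraries (at most 26.0 CPM). Of those other SARAWT libraries, only bleomycin library 3, with 8.84 CPM, was also counted without the human ZFYVE9 entry. An exchange with a skin SARATg library is argued against, since the lower of the 2 SARATg libraries still had 223 CPM. Cells or free RNA from a skin SARATg library are argued against by a level 1.96 times that of the higher SARATg library. A SARATg library under a SARAWT label is a candidate explanation, because Zfyve9 in neutrophils was 4.80 times that in noncanonical pericytes, as in the SARATg libraries (4.98 and 12.3) and not in SARAWT bleomycin library 3 (0.522). Free RNA within the library would also raise this ratio, so it does not show which cells made the transcript. If its label is wrong, each comparison with SARAWT PBS would hold at least 1 library of the other genotype. The library labelled SARAWT PBS 1, with 839 CPM of the human entry, could be another. Leaving out the library labelled SARAWT PBS 3 gave -12.7 percentage points for the share of noncanonical pericytes.

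Nme2 was near 0 in both SARATg libraries. Overexpression of SARA is argued against by SARAWT bleomycin library 3, with 15.9 CPM in noncanonical pericytes against 2018 and 1372 CPM in SARAWT bleomycin libraries 1 and 2. The different gene lists may explain it, since 11.7% of genes that share exonic sequence with a gene listed in the shorter list alone fell by more than 3 on the log2 scale, against 0.122% of other genes. Atp6v0c, at most 3.28 CPM in noncanonical pericytes of the 4 skin libraries of the shorter list, had at most 3.63 CPM in the 9 kidney libraries of the shorter list, which the gene lists also predict. Xist cannot be laid to the lists, with 1410 CPM in 1 kidney library of the shorter list. Sex of the mice may explain it, since the 4 skin libraries without Xist had at least 61.5 CPM of the Y-linked Ddx3y, and the 4 with Xist had at most 0.140 CPM. Sex goes with the gene list in the skin, so their effects cannot be told apart there.

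Collagen genes were lower in SARATg bleomycin than in SARATg PBS. The make-up of the noncanonical class as the whole cause is argued against by a log2 fold change of -1.91 for Col1a1 within the cluster with the highest Cthrc1 (standard error 0.55, edgeR adjusted p = 0.148). Free RNA as the cause is argued against by 126 CPM of Col1a1 in the Ptprc-positive cells of SARATg PBS, far below the 87474 CPM of the class. Median depth of that cluster was 2782 UMIs in SARATg PBS and 42311 in SARATg bleomycin, and a technical difference between 2 single libraries stays open.

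Barcodes shared between the 4 libraries of the longer list fell in the same class in 73.1% of 1891 cases, against 26.3% by chance (0 of 1000 shuffles as large in each of the 6 pairs). Molecules of 1 cell read in several libraries may explain this. No biological explanation was tested.

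For genes past the threshold in the Retnla-high cluster of SARAWT mice, 2 of 10 splits of the libraries, the real one included, gave as many, so chance cannot be excluded with 10 splits. In SARAWT noncanonical pericytes the real count is 0, so 10 of 10 splits give as many whatever the data, which decides nothing. Of the 4 splits that put 3 libraries of the longer gene list on 1 side, 1 gave 9 genes in the Retnla-high cluster and the others 0, 0 and 2.

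Of all UMIs of the canonical markers in skin, Schwann cells held 45.7% for Cspg4, 63.1% for Mcam and 56.8% for Nes. Noncanonical pericytes held 42.4%, 10.1% and 14.9%, and canonical pericytes 4.22%, 9.18% and 1.19%. A Ptprc-negative cluster of 294 cells that took no name held 0.871%, 0.763% and 20.0%, so for Nes it held more than the noncanonical pericytes. These shares pool the UMIs of all skin libraries, so deeper libraries weigh more.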
